# Soft matrix promotes ciliogenesis in human retinal pigment epithelial cells

**DOI:** 10.1038/s41598-026-61461-2

**Published:** 2026-07-13

**Authors:** Rida Zahra, Natalie Munding, Katrin Domsch, Hannah Braun-Lee, Camila García-Navarrete, Motomu Tanaka, Gislene Pereira

**Keywords:** Ciliogenesis, Primary cilium, RPE1, Matrix stiffness, Soft matrix, Polyacrylamide hydrogels, Transcriptome, Serum starvation, Autophagy, Atg5, Cell biology, Developmental biology

## Abstract

The primary cilium (PC) is a microtubule-based mechanosensory organelle involved in signal transduction. Although the signaling functions of PC have been well studied, its interaction with the cell´s mechanical environment remains unclear. Here, we used polyacrylamide hydrogels to investigate how extracellular matrix (ECM) stiffness influences ciliogenesis in human retinal pigment epithelial (RPE1) cells. We found that a soft hydrogel (1 kPa) induces cilia formation and elongation in RPE1 cells independent of serum starvation, a classical in vitro method to promote ciliogenesis. Transcriptome analysis of serum-fed RPE1 cells on soft matrix revealed cell cycle exit and alterations in ECM and cytoskeletal gene expression that favor ciliogenesis. Moreover, we observed that despite being very long, cilia formed on a soft substrate are functional, as they transduce Sonic hedgehog signal normally. Transcriptome and microscopy analysis of two cilia-inducing conditions (soft substrate and serum starvation) revealed upregulation of cilia-related genes and downregulation of proliferation markers on both conditions. Autophagy genes were more enriched in serum-starved cells, whereas upregulation of ECM genes and downregulation of actin-related genes were more pronounced on soft matrix. Our study demonstrates that PC biogenesis can be mechanically induced in RPE1 cells on soft substrates independent of external biochemical cues.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-61461-2.

## Introduction

The primary cilium (PC) is a conserved, non-motile and microtubule-based antenna-like structure which is present in almost all cells in the human body. PC is important to mediate different signaling pathways like Wnt, Sonic hedgehog (SHH), EGFR, NOTCH among others, therefore, it controls many essential biological functions, including cell proliferation, differentiation and tissue homeostasis^1,2^.  Thus, any defect in the process of ciliogenesis could result in various diseases, collectively known as ciliopathies.

Cells form cilia upon exit from the cell cycle when the mother centriole (the older centriole) docks to the plasma membrane and matures into a basal body. Mother centrioles can be distinguished from daughter centrioles due to the presence of distal and subdistal appendages^3^. Distal appendages, radial protrusions at the distal end of mother centrioles, are known to initiate the steps of cilia formation, including the establishment of the ciliary membrane and the elongation of the axoneme (central cilium core, composed of nine doublets of microtubules)^4–6^. Furthermore, intraflagellar transport (IFT) complexes are also important in PC assembly. IFT mechanisms transport protein cargo bidirectionally, i.e., towards and away from the basal body^7^. Tubulin subunits usually enter cilium via IFT mechanisms during axoneme assembly^8^.

PC disassembly is also coordinated with cell-cycle progression. Before re-entering mitosis, cells disassemble the cilium and release the basal bodies, allowing the centrioles to function as microtubule-organizing centers during cell division^9^. PC resorption begins with the depolymerization of axoneme microtubules. Aurora A kinase phosphorylates and activates histone deacetylase HDAC6 which destabilizes axoneme by deacetylating tubulin^10,8^. The balance between PC assembly and disassembly is important for the regulation of PC length^11^. Defects in PC biogenesis and length control mechanisms can affect the development of vital organs^12,13^. Primary cilia are variable in their lengths ranging from 2 μm in chondrocytes to 8–10 μm in neurons^14,15^. These cell type differences suggest that the microenvironment of the cell may play a role in PC length regulation.

Previous reports have shown that extracellular matrix (ECM) components can modify ciliary behavior particularly its length through cytoskeletal modulations^16,17^. For instance, drugs that inhibit microtubules or actin filament formation increase PC length^18–20^. In chondrocytes, direct relationships between the ECM and the PC have been suggested, in part due to the presence of α2, α3, and β1 integrin receptors on chick chondrocyte cilia^21^. Similarly, changes in ECM composition observed in different ciliopathies (e.g., polycystic kidney disease, nephronophthisis) also suggest interactions between the matrix and cilia^17^. These observations raise the question of how cells coordinate matrix-PC signaling and cytoskeleton organization in a growing tissue.

The ECM provides structural support to cells and regulates various cellular processes such as proliferation, migration, and differentiation. ECM stiffness is also important in controlling differentiation, as cells can sense the elasticity of their microenvironment, which in turn influences lineage specification. Soft matrices (0.1–1 kPa) promote neuronal differentiation, whereas stiffer matrices (8–17 kPa) support skeletal muscle lineage, and rigid matrices facilitate the osteogenic differentiation of mesenchymal stem cells^22^, highlighting the tissue-specific functions of the matrix. PC is also involved in the differentiation of stem cells by regulating various signaling pathways^23^. Although both the PC and the ECM control essential cellular functions, including differentiation, the interplay between them in this context remains poorly understood.

In this study, we investigated how ECM stiffness affects ciliogenesis in retinal pigment epithelial cells (RPE1). As a synthetic ECM model, we used chemically crosslinked polyacrylamide hydrogels functionalized with fibronectin, whose stiffness can be flexibly controlled by varying the concentration of the chemical crosslinker^24,25^. We identified an optimal substrate stiffness of 1 kPa that promotes ciliogenesis independent of nutrient deprivation, a common method used to induce cilia in vitro. To understand the global gene profile at 1 kPa that favors ciliogenesis, we performed bulk RNA-seq on serum-rich cells cultured on 1 kPa and glass-control. The findings revealed broad changes on soft substrate related to ECM modulation, adhesion molecules, cell cycle regulation, cilia formation, signaling molecules and cytoskeleton. Because serum depletion is widely used to induce PC in culture, we also analyzed the transcriptome of serum-starved cells grown on uncoated glass relative to the cycling control. Comparison of these two PC-inducing conditions, i.e., mechanical (serum-rich, soft matrix driven) and biochemical (serum starvation based), revealed distinct gene-expression programs, enabling an evaluation of how mechanical regulation and serum deprivation induce cilia biogenesis.

## Results

### Soft substrate increases PC length in serum-starved cells

To investigate ciliogenesis, we employed human retinal pigment epithelial (RPE1) cells, a widely used and robust model to study ciliogenesis in culture. The majority of RPE1 cells grown in serum-rich media do not form cilia. However, the percentage of ciliated cells can be increased by switching the cells to serum-free media (serum starvation), a treatment that promotes a G1/G0 cell cycle arrest required for cilia biogenesis^26^. To test the effect of ECM stiffness on PC formation, we used a bis-acrylamide hydrogel-fibronectin system as a synthetic ECM. To promote cell adherence, we coated our gel samples with fibronectin, as it is the main matrix protein reported for RPE1 cells in their natural context^27^. We tested different substrate stiffness, including soft (1 kPa), intermediate (10 kPa) and hard (100 kPa), to find optimal matrix conditions for ciliogenesis (Supplementary Fig. S1A). As control, we used glass coated with fibronectin only (referred to glass-control). To be able to quantify the efficiency of cilia biogenesis and ciliary length, we made use of a previously characterized RPE1 cell line stably producing the basal body marker γ-Tubulin fused to mRuby2, and the cilia membrane protein Arl13b fused to GFP^18^. We did not see any significant difference in the percentage of ciliated cells among these ECM conditions in cells serum-starved for 48 h (Fig. 1A and B). However, cilia were significantly longer in all hydrogel samples compared to the glass-control, with the 1 kPa condition exhibiting significantly longer cilia than the 10 and 100 kPa samples (Fig. 1C and D). Similar results were observed for cells serum-starved for a shorter period (24 h) on 1 kPa-fibronectin-coated hydrogels (Fig. S1B and S1C). Importantly, serum-starved parental RPE1 cells also showed increased ciliary length on 1 kPa substrates both in the absence and presence of serum (Fig. S1D and S1E), indicating that PC elongation on soft matrix is not due to *ARL13B-GFP* or *γ-TUBULIN-mRuby2* expression but a consequence of matrix stiffness. Together, these data suggest that all tested matrix conditions increase ciliary length compared to the fibronectin coated glass-control without interfering with the ability of RPE1 cells to ciliate after serum starvation.

**Fig. 1:**
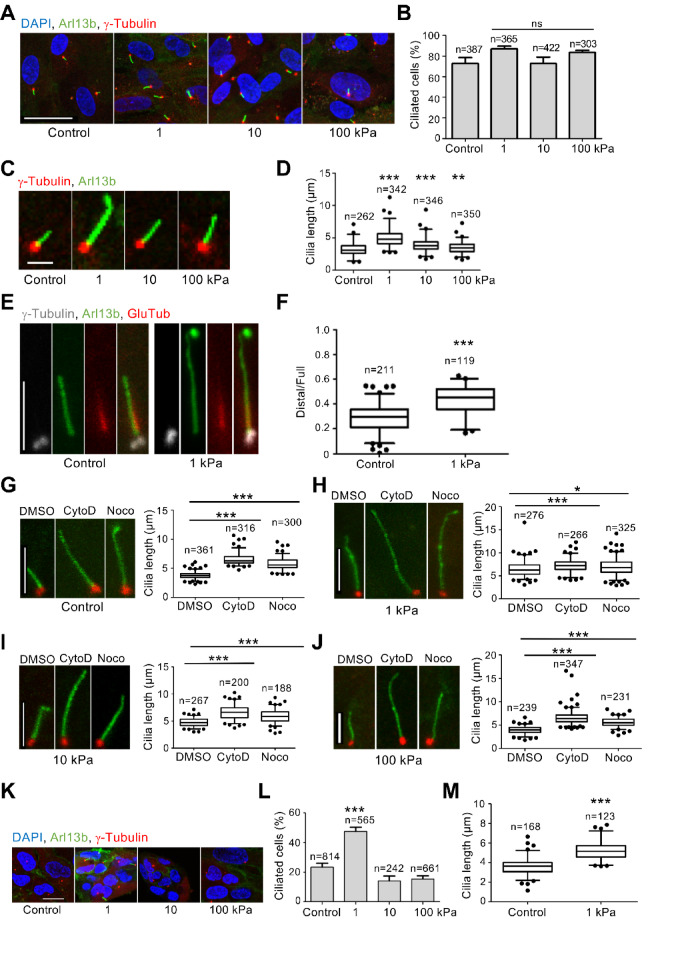
Soft substrate modulates ciliogenesis in serum-fed and starved RPE1 cells. (**A**, **B**) RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells were seeded on glass-control or under different matrix conditions as indicated, and serum starved for 48 h. Cells were inspected by direct fluorescence microscopy after fixation. DAPI served as a nuclear marker. Representative images (**A**) and the percentage of ciliated cells (**B**) are shown. Scale bar, 25 μm. (**C**, **D**) RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells were treated as in (**A**, **B**). Representative images of a cilium (**C**) and quantification of ciliary length (**D**) are shown for the different conditions. Scale bar, 5 μm. (**E**, **F**) RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells were treated as in (**A**, **B**) and additionally stained with glutamylated tubulin antibodies (GluTub). Representative images (**E**) and the ratio of the distal segment to the full cilium length (**F**) are shown. The length of the distal segment was calculated by subtracting the middle segment (GluTub positive) from the full-length cilium (marked by Arl13b). Scale bar, 5 μm. (**G**-**J**) RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells were seeded on glass-control (**G**), 1 kPa (H), 10 kPa (I) or 100 kPa (**J**) matrix samples. Cells were serum-starved for 24 h. Solvent control (DMSO), cytochalasin D (Cyto D) or nocodazole (Noco) was added for 3 h before inspection by direct fluorescence microscopy using fixed samples. Representative images of cilia (red: γ-Tubulin - basal bodies; green: Arl13b - ciliary membrane) and quantifications of ciliary length are shown. Scale bars, 5 μm. (**K**, **M**) RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells were seeded in serum-rich medium on glass-control or under different matrix conditions as indicated, fixed after 24 h of seeding and analyzed by direct fluorescence microscopy. Representative images (K), the percentage of ciliated cells (L) and ciliary length measurements (M) are shown. Scale bar, 25 μm. Data are from two (**A**, **B**) or three (**C**-**M**) independent biological replicates. The sample number (n) is indicated on the graphs. Statistical analysis according to two tailed Mann Whitney test: **, *p* ≤ 0.01; ***, *p* ≤ 0.001; ns, non-significant.

### Soft substrate produces cilia with longer distal segments under serum-starved conditions

We next asked which ciliary domains were extended in cells growing in 1 kPa conditions. We have previously shown that two segments of the axoneme can be differentially elongated depending on the conditions: the middle segment (MS, characterized by enriched polyglutamylation; involved in axoneme stabilization) and the distal segment (DS, low/absent in polyglutamylation; involved in ciliary signaling)^18^. To investigate this, we used polyglutamylated Tubulin as MS marker and compared it with the ciliary membrane marker Arl13b in RPE1 cells stably expressing *γ-TUBULIN-mRuby2* and *ARL13b-GFP*. The length of the DS was calculated by subtracting the MS length from the full-length cilia (marked by Arl13b-GFP). Interestingly, the DS to full-length cilia ratio was significantly higher in 1 kPa condition compared to the glass-control (Fig. 1E and F), indicating that the soft substrate promotes DS elongation.

Cilia elongation is influenced by changes in cytoskeleton organization^19,20^, with cilia becoming longer in conditions that lead to microtubule or actin cytoskeleton depolymerization. As substrate stiffness has been reported to influence cytoskeleton organization^28^, we asked whether cytoskeleton changes could explain the extended cilia phenotype. To address this question, we compared cilia length in cells treated with solvent control, Cytochalasin D (CytoD; actin depolymerization) or Nocodazole (Noco; microtubule depolymerization), cultured on glass-control, 1 kPa, 10 kPa and 100 kPa hydrogels (Fig. 1G and J). In all stiffness conditions, CytoD and Noco treatments further increased the length of cilia compared to solvent control conditions, implying an additive effect and suggesting that changes in cytoskeleton organization alone may not explain the elongated cilia phenotype observed in cells cultured on polyacrylamide hydrogels of different stiffness.

### Soft substrate stimulates PC biogenesis in serum-rich conditions

To explore the effect of matrix stiffness on ciliogenesis in more depth, we asked whether matrix rigidity alone could promote PC biogenesis independent of serum starvation, the established method to induce cilia formation in RPE1 cells. For this, we analyzed RPE1 cells growing in the presence of serum for their ability to ciliate under our three ECM conditions. As expected, a small percentage (20%) of RPE1 cells growing on fibronectin-coated glass were able to ciliate in serum-rich media conditions (Fig. 1K and L). Strikingly, the percentage of ciliation was significantly higher in cells growing on 1 kPa matrix compared to the fibronectin-coated glass-control and other matrix conditions i.e., 10 and 100 kPa (Fig. 1K and L). Cilia at 1 kPa were also significantly longer compared to the control and other matrix conditions (Fig. 1M). These findings indicate that ciliogenesis at 1 kPa is driven by a mechanism that does not depend upon serum starvation.

### Soft substrate downregulates cell cycle progression and upregulates cilia genes in RPE1 cells in serum-rich medium

During the course of our experiments, we observed that nuclei were smaller on 1 kPa substrates in comparison to glass-control (see Fig. S2A-B, DAPI staining, and Fig. S2C, nuclear volume measurements). In agreement with a previous study^29^, we also observed different actin and tubulin organization on soft substrate compared to glass-control or hard substrate in the presence of serum (Fig. S2A, actin; S2B, tubulin). The change in the actin cytoskeleton observed on 1 kPa was not recapitulated when cells were seeded on uncoated glass and serum-starved for 48 h to induce ciliation (Fig. S2D), suggesting that cytoskeleton differences on 1 kPa substrates are primarily associated with substrate stiffness rather than ciliation per se.

We reasoned that morphological differences might lead to differences in the transcriptomic profile of cells growing on hard versus soft matrices. Therefore, to evaluate transcriptomic changes, we performed bulk RNA-seq analysis of RPE1 cells cultured on 1 kPa or fibronectin-coated glass-control under serum-rich conditions. 

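The sequenced cells were RPE1 cells, retinal pigment epithelial cells of human origin immortalized with telomerase. RNA-seq counts were analysed for 3 libraries of cells grown with serum on 1 kPa and 3 libraries from glass-control. The coating was 200 µg/ml fibronectin on 1 kPa and 30 µg/ml on glass-control. The authors trimmed the paired-end reads with Trimmomatic, aligned them with STAR to hg38 with the GENCODE 21 annotation, counted them per gene with QoRTs and deposited those counts without normalization. Between 54223675 and 65228825 read pairs were counted on genes in the 1 kPa libraries (median 62317741) and between 54739997 and 71335162 in the glass-control libraries (median 61934539). The paper's text does not state whether counting used the strand, so counts of genes that overlap or lie antisense to another gene are uncertain. Genes with too few counts were left out with edgeR's filterByExpr (minimum count 10), which kept 16294 genes, and library sizes were scaled with TMM. Each gene was tested with edgeR's quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg over all tested genes. As in the paper, a gene was called upregulated at p under 0.01 and a log2fold change over 0.25, and downregulated at p under 0.01 and a log2fold change under 0, with the adjusted p taken here. Choices that move these calls are the test itself, the filter on low counts, and the treatment of the replicate number. Libraries with the same replicate number deviated from their group means together, with correlations of 0.539, 0.255 and 0.125. However, 1 kPa replicate 3 deviated more closely with glass-control replicate 2 (0.471), and neither the paper nor the sample labels state a pairing. The pairing is thus uncertain, and a fit with that number as a block is given as an alternative where it changes a call. In counts simulated from these libraries, with 200 of 16287 genes changed by a log2fold change of 1 in either direction, the test called 48.5% of the changed genes, all in the right direction, and 1 unchanged gene. DESeq2 called 63% of the changed genes and 10 unchanged ones. In the simulation, changes of this size were thus missed for about as many genes as were found. Far more genes were called in the libraries themselves, which makes the Benjamini-Hochberg cutoff less strict there. The simulated share can therefore be too low for them. A gene without a call is still not shown to be unchanged.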

To assess the quality and visualize the distribution of our RNA-seq data, we performed principal component analysis (PCA) and plotted the dispersion plot of the transformed data. 

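In a principal component analysis of the 500 most variable genes after DESeq2's variance stabilizing transformation, the first component held 87.2% of the variance and the second 8.09%. The glass-control libraries lay at -16.7, -22.7 and -22.2 on the first component, and the 1 kPa libraries at 26.3, 25.7 and 9.56. All 3 libraries of one condition were therefore apart from all 3 of the other, while 1 kPa replicate 3 lay closer to glass-control than the others did. The share of the first component fell to 80.3% with log2 CPM values and to 62.5% with all 32377 counted genes in place of the most variable ones. Replicates differed by more than counting noise, with a chi-square per gene of 41.6 to 53.2 between glass-control libraries and of 106 to 137 between 1 kPa libraries.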

PCA showed a clear difference between the expression profile of soft substrate and control (Fig. 2A). Furthermore, the dispersion plot revealed a good fit of gene-wise dispersion (Fig. 2B). The initial analysis revealed 5,773 differentially expressed genes based on *p* < 0.05 (Fig. 2C), the overall distribution is shown as the MA plot indicating 14,910 upregulated and 14,039 downregulated genes (Fig. 2D).

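At an adjusted p under 0.05, edgeR's quasi-likelihood test found 5359 differentially expressed genes among the 16294 tested. The log2fold change was above 0 for 8174 of the tested genes and below 0 for 8120, counting genes whether or not they passed a threshold. DESeq2 found 5786 genes at the same threshold, and the fit with the replicate number as a block found 6470. The number at the adjusted threshold also changed when 1 library was left out. It was 6850 without 1 kPa replicate 3, 4461 without 1 kPa replicate 1, 2719 without 1 kPa replicate 2, 4137 without glass-control replicate 1, 2730 without glass-control replicate 2 and 2358 without glass-control replicate 3. For 49.3% of the tested genes the 3 libraries from 1 kPa lay all above or all below the 3 from glass-control, a separation that chance gives for 10% of genes with 3 libraries against 3.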

**Fig. 2:**
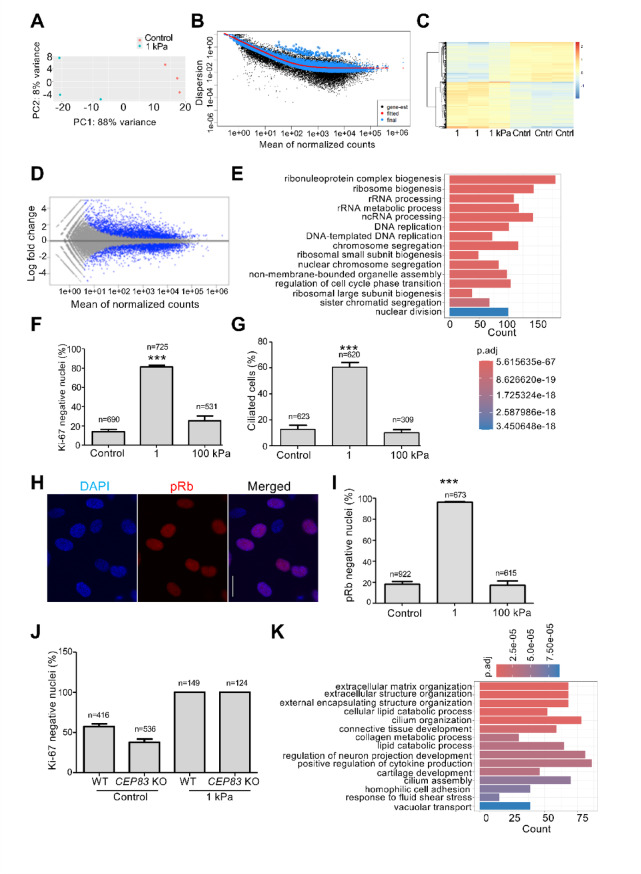
Soft substrate shows cell cycle exit and upregulation of cilia genes. (A-E) Bulk RNA-seq was performed on RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on 1 kPa and glass-control under serum-rich conditions. (**A**) Principal component analysis (PCA) of control and 1 kPa cells showing a distinct difference between the two conditions. (**B**) Dispersion plot of the transformed data. (**C**) Heatmap of differentially expressed genes (DEG) with *p* < 0.05. (D) MA plot of normalized count and log fold change. (**E**) Gene ontology (GO) analysis depicting the top 15 downregulated biological processes on 1 kPa compared to the glass-control, based on *p* < 0.01 and log2fold change < 0. Data are from three independent biological replicates. (**F**, **G**) RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cultured on 1 kPa, 100 kPa and glass-control under serum-rich conditions for 24 h were stained for proliferation markers Ki-67 (**F**). The percentage of ciliated cells (**G**) was quantified based on direct fluorescence microscopy. The percentage of nuclei negative for Ki-67 (F) is shown. Data in (F) are from three independent biological replicates. In (**G**), data shown for 1 kPa and glass-control are from four independent biological replicates, whereas, for 100 kPa, data are from three independent experiments. (**H**-**I**) RPE1-Tet3G cells cultured on glass-control, 1 and 100 kPa in the presence of serum for 24 h were stained for phosphorylated Rb (retinoblastoma). Representative images of pRb staining are shown in (**H**), whereas the complete figure is in supplementary Fig. 5B. Scalebar, 25 μm. The quantification of pRb negative nuclei is shown in (**I**). (**J**) RPE1 wild type (WT) and *CEP83* knockout (KO) cells were cultured on glass-control and 1 kPa matrix in serum-rich media for 4 days. Cells were fixed and stained for Ki-67. The percentage of Ki-67 negative nuclei are shown. Data are from two independent biological replicates. (**K**) GO analysis represents the upregulation of top 15 biological processes on 1 kPa compared to glass-control, based on *p* < 0.01 and log2fold change > 0.25. The sample number (n) is indicated on the graphs. Statistical analysis according to two tailed Mann Whitney test: ***, *p* ≤ 0.001.

For gene ontology (GO) analysis, we chose more stringent *p value* and log2fold change criteria to filter out upregulated (*p* < 0.01, log2fold change > 0.25) and downregulated (*p* < 0.01, log2fold change < 0) genes. Based on these criteria, we sorted 2,182 upregulated and 1,806 downregulated genes at 1 kPa compared to the control. 

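With the adjusted p of edgeR's quasi-likelihood test, 1191 genes were upregulated and 830 were downregulated on 1 kPa. The number depended on the test. DESeq2, with its own filtering, called 2202 genes upregulated and 1823 downregulated, among them 1186 of the 1191 and 827 of the 830. The fit with the replicate number as a block called 2085 and 1736 genes, including all of the 1191 and all of the 830. Taking the unadjusted p gave 2491 and 2097 genes, and testing every counted gene without a filter gave 2708 and 1911. A log2fold change over 1 in either direction left 806 upregulated and 390 downregulated genes. One library decided much of the count. With 1 kPa replicate 3 left out, the test called 2055 genes upregulated and 1989 downregulated, holding 1169 and 821 of those called with all libraries. Leaving out any of the other libraries lowered the number of upregulated genes, to 639 without 1 kPa replicate 1, 265 without 1 kPa replicate 2, 502 without glass-control replicate 1, 259 without glass-control replicate 2 and 140 without glass-control replicate 3. That of downregulated genes fell to between 365 without 1 kPa replicate 1 and 100 without glass-control replicate 3.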

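As whole lists, genes of DNA replication and of mitosis were tested against all other tested genes with camera, which ranks a set's genes against the rest and was run with a preset correlation of 0.01 between genes. The lists were fixed before the data were examined. Of 43 DNA replication genes, 42 had a log2fold change below 0 on 1 kPa, with a median of -0.83 (adjusted p = 1.8e-11, camera with Benjamini-Hochberg adjustment), and 8 passed the threshold for a downregulated gene (32 with the replicate number as a block, 35 without 1 kPa replicate 3 and 0 without glass-control replicate 3, where 36 had an unadjusted p under 0.05). All 33 genes of mitosis and chromosome segregation fell, with a median of -0.79 (adjusted p = 3.9e-09, camera with Benjamini-Hochberg adjustment), and 1 of them passed the threshold on its own (28 with the replicate number as a block, 33 without 1 kPa replicate 3 and 0 without glass-control replicate 3, where 25 had an unadjusted p under 0.05). All 17 lists tested in this comparison had an adjusted p under 0.05 with camera. With fry, a rotation test that keeps the correlation between genes, 14 of the 17 did, DNA replication with 0.029 but not mitosis with 0.059. Unlike camera, fry asks whether the genes of a list change, not whether they change more than the rest. With the correlation estimated from the libraries instead of preset, 0 of the 17 passed, and 1 had an unadjusted p under 0.05, the YAP readout.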

GO analysis for biological processes (BP) revealed transcriptional down regulation of 259 genes contributing to DNA replication, cell cycle and chromosome segregation in serum-rich 1 kPa samples (Fig. 2E and Fig. S3). Furthermore, GO analysis for molecular function (MF) and cellular components (CC) also confirmed decreased expression of DNA replication and cell cycle-related genes on soft substrate (Fig. S4A and S4B), implying cell cycle exit under serum-rich conditions.

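Other lists connected to growth moved in the same direction. The median log2fold change of 45 ribosome biogenesis genes was -0.68 (adjusted p = 9.3e-18, camera with Benjamini-Hochberg adjustment), and 34 of the 45 were downregulated one by one (36 with the replicate number as a block, 36 without 1 kPa replicate 3 and 2 without glass-control replicate 3). The proliferation marker MKI67, which the files list as ENSG00000148773.10 and which lies on chromosome 10 from 128096659 to 128126423 of GRCh38, had 733 ± 235 CPM (SD, n = 3) on 1 kPa and 1343 ± 242 CPM (SD, n = 3) on glass-control. Its log2fold change was -0.87 (standard error 0.23, adjusted p = 0.020 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), short of the threshold of 0.01. With the replicate number as a block, its adjusted p was 0.0022, within a range of 2.2e-07 to 0.082 over the alternatives, and the highest came without glass-control replicate 3. From the lower expression of DNA replication and cell cycle genes in biological process, molecular function and cellular component terms, the paper proposes that cells on soft substrate leave the cell cycle although serum is present.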

To validate these findings, we determined the proliferation potential of cells cultured on soft substrate under serum conditions using two proliferation markers, Ki-67 and pRb. Ki-67 coats condensed chromosomes in mitosis, forming a perichromosomal layer sheath that prevents chromosomal aggregation^30^; whereas Rb (retinoblastoma) regulates G1/S entry. In its active and hypophosphorylated form it inhibits E2F leading to cell cycle arrest. Phosphorylation of Rb by CDKs (at Ser807/811) results in its inactivation that facilitates G1 to S entry^31^. Therefore, phosphorylated Rb (pRb) and Ki-67 positive cells are considered as dividing cells. We observed that in the presence of serum, contrary to the glass-control and 100 kPa sample, most of the cells at 1 kPa were Ki-67 negative (Fig. 2F and Fig. S5A), which was correlated with higher percentage of ciliated cells on 1 kPa matrix (Fig. 2G). Higher percentage of pRb negative cells was also observed on soft matrix compared to 100 kPa and glass-control under serum-rich conditions (Fig. 2H and I, Fig. S5B). Similarly, the percentage of pRb negative cells significantly increased upon 48 h of serum starvation in comparison to serum-fed cells cultured on uncoated glass (Fig. S5C). Therefore, the vast majority of cells at 1 kPa (serum-rich) or serum-starved (uncoated glass) are in the non-proliferative state.

As cilia have been proposed to put a brake on the cell cycle^32,33^, we hypothesized that the non-proliferative state of RPE1 cells on 1 kPa substrates might be dictated by the presence of cilia. To test this, we used RPE1 *CEP83* knockout (KO) cells. These cells are unable to ciliate, as Cep83 is a distal appendage component required for ciliogenesis (Fig. S5E)^34^. The analysis revealed that *CEP83* KO cells, similar to the WT control, remained in a non-proliferative state on 1 kPa substrates, even after four days of culturing them in serum (Fig. 2J and Fig. S5D). We thus concluded that a soft substrate of 1 kPa promotes a non-proliferative state in RPE1 cells independent of cilia.

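Cilia genes were first tested as lists that were not taken from the paper. Of 23 intraflagellar transport genes, 19 had a higher level on 1 kPa, with a median log2fold change of 0.47 (adjusted p = 6.3e-04, camera with Benjamini-Hochberg adjustment), and 4 were upregulated on their own (8 with the replicate number as a block, 11 without 1 kPa replicate 3 and 0 without glass-control replicate 3, where 14 had an unadjusted p under 0.05). Under fry the same list had an adjusted p of 0.0090. Among 8 BBSome genes, which encode a complex that moves cargo with the intraflagellar transport trains, 7 were higher with a median of 0.50 (adjusted p = 0.030, camera with Benjamini-Hochberg adjustment). That adjusted p was 0.064 without 1 kPa replicate 3, and it ranged from 0.0019 to 0.42 over the alternatives, so the BBSome result rests on a single library and on the test. The intraflagellar transport list stayed under 0.05 in every fit that left out 1 library, the highest adjusted p being 0.0024 without glass-control replicate 1.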

In line with increased cilia formation, 78 genes (out of 2,182 upregulated genes) associated with the GO terms “cilium assembly” and “cilium organization” (Fig. 2K) were upregulated on 1 kPa substrates compared to the glass-control. These included genes related to axoneme transport (e.g. *IFT140*, *IFT43*, *IFT22*, *IFT172* etc.), centrosome function (*CEP19*, *FAM161B*, *CEP126*, *CBY1*), ciliary vesicles (*RAB17*, *EHD3*, *RILP*) and axoneme length and stability (*SPEF1*, *RP1*) (Fig. S6A). 

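Each of these 13 genes had a higher mean level on 1 kPa, and all 3 libraries from 1 kPa lay above all 3 from glass-control for every one of them. The study picked them on the same libraries, so their count is not independent evidence. Of the axoneme transport genes with IFT70A counted among them, 3 of 5 passed the threshold over all genes and 5 of 5 when adjusted over the list alone, with IFT22 and IFT172 missing the former. For centrosome function it was 2 of 4 over all genes and 4 of 4 adjusted over the list alone, for ciliary vesicles 1 of 3 and 3 of 3, and for axoneme length and stability 1 of 2 and 2 of 2. IFT43 (ENSG00000119650.10, chromosome 14 from 75902136 to 76084585 of GRCh38) had 13.0 ± 3.20 CPM (SD, n = 3) on 1 kPa and 6.31 ± 0.810 CPM (SD, n = 3) on glass-control, a log2fold change of 1.04 (standard error 0.21, adjusted p = 0.0077 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CEP126 (ENSG00000110318.11, chromosome 11 from 101915010 to 102001062) rose by 1.23 on the log2 scale (standard error 0.21), from 4.62 ± 0.900 to 10.9 ± 2.00 CPM (adjusted p = 0.0040, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest rises were those of genes with few counts. RAB17 (ENSG00000124839.10, chromosome 2 from 237574322 to 237601614) reached 0.769 ± 0.442 CPM (SD, n = 3) on 1 kPa and 0.0657 ± 0.0586 CPM (SD, n = 3) on glass-control, a log2fold change of 3.46 with a standard error of 0.72 and an adjusted p of 0.0087 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPEF1 (ENSG00000101222.10, chromosome 20 from 3777504 to 3781448) rose by 2.52 on the log2 scale (standard error 0.39, adjusted p = 0.0031, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 4 named genes kept its call in all 6 fits that left out 1 library. The highest adjusted p was 0.041 without glass-control replicate 3, 0.024 without glass-control replicate 3, 0.040 without 1 kPa replicate 2 and 0.022 without glass-control replicate 3, in the order given. With the replicate number as a block, the threshold was passed by 3 of 5 transport, 3 of 4 centrosome, 2 of 3 vesicle and 1 of 2 axoneme stability genes. Without 1 kPa replicate 3, 4, 3, 3 and 1 of them passed, and 0, 0, 0 and 0 without glass-control replicate 3 and likewise without glass-control replicate 2, though all had an unadjusted p under 0.05.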

In agreement with the critical role of intraflagellar transport in PC formation and elongation^35,7,36^, we observed decreased ciliation on soft substrates under serum-rich conditions upon *IFT88* depletion (Fig. S6B). 

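Axonemal dyneins and the factors that assemble them move motile cilia and are little used in a primary cilium. As a list, 24 such genes had a median log2fold change of 1.03 on 1 kPa, with 18 above 0 and 6 below (adjusted p = 0.011, camera with Benjamini-Hochberg adjustment), and 4 were upregulated one by one. The list leaves out DAW1, a dynein assembly factor that was among the 5 largest falls on 1 kPa. A list of 28 genes of the CFAP family had a median of 0.41, with 20 above 0 (adjusted p = 0.039, camera with Benjamini-Hochberg adjustment). With the replicate number as a block, the adjusted p of the CFAP list was 0.052, and its range over the alternatives was 0.0021 to 0.24. It was 0.057 without 1 kPa replicate 3. Many of these genes are expressed at a low level in this cell line. DNALI1, DNAH1, DNAH7, DNAAF3, DNAAF8, DNAAF11, CFAP43, CFAP54, CFAP69, CFAP263 and TTC29 all rose, by 1.12 to 3.13 on the log2 scale. Of these 11 genes, 5 passed the threshold over all genes and 11 when adjusted over the list alone, a list chosen on these samples. All 11 passed with DESeq2 and with the replicate number as a block. When 1 kPa replicate 3 was left out, 10 of the 11 passed, and without glass-control replicate 3 only 1. The 15 further motility genes drawn in Fig. 3A rose by 0.71 to 1.94. Of those, 8 passed over all genes, 15 adjusted over the list alone and 13 with the block, and 12 passed without 1 kPa replicate 3 but 0 without glass-control replicate 3, where 15 had an unadjusted p under 0.05.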

Surprisingly, we also observed that 26 genes related to ciliary motility, including dyneins (*DNALI1*, *DNAH1*, *DNAH7*, *DNAAF3*, *DNAAF11*, *DNAAF8* among others) and cilia/flagella-associated proteins (CFAPs: *CFAP43*, *CFAP54*, *CFAP69*, *CFAP263*), were upregulated on 1 kPa (Fig. S6A and Fig. 3A). The upregulation of a sub-set of ciliary motility genes (*DNAH7*, *DNAAF11*, *CFAP69* and *TTC29*) as well as axoneme transport (*IFT140* and *IFT70A*) was further confirmed by real time (RT)-PCR (Fig. 3A and B).

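RNA-seq levels of the 6 genes were separated by condition in every library. DNAH7 encodes a dynein heavy chain of the inner arm. The files list it as ENSG00000118997.11, on chromosome 2 from 195737703 to 196068837 of GRCh38, and it had 4.05 ± 1.08 CPM (SD, n = 3) on 1 kPa and 0.836 ± 0.263 CPM (SD, n = 3) on glass-control. Its log2fold change was 2.26 (standard error 0.30, adjusted p = 0.0017 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DNAAF11 (ENSG00000129295.6, chromosome 8 from 132570416 to 132675592), which older annotations call LRRC6, rose by 2.4 on the log2 scale (standard error 0.33), with 2.38 ± 0.597 against 0.452 ± 0.172 CPM and an adjusted p of 0.0021 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For CFAP69 (ENSG00000105792.17, chromosome 7 from 90245174 to 90311063) the log2fold change was 1.77 (standard error 0.23, adjusted p = 0.0016, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3.48 ± 0.172 against 1.02 ± 0.232 CPM. TTC29 (ENSG00000137473.15, chromosome 4 from 146706617 to 146945882) had the largest change of the 6 and the fewest counts, 0.494 ± 0.200 against 0.0571 ± 0.0502 CPM, with a log2fold change of 3.13, a standard error of 0.59 and an adjusted p of 0.0060 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IFT140 (ENSG00000187535.11, chromosome 16 from 1510427 to 1612072) rose by 1.58 (standard error 0.22, adjusted p = 0.0019, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 37.2 ± 11.3 CPM (SD, n = 3) on 1 kPa and 12.4 ± 0.832 CPM (SD, n = 3) on glass-control. IFT70A (ENSG00000197557.6, chromosome 2 from 177612999 to 177618742), formerly TTC30A, had a log2fold change of 1.1 (standard error 0.22, adjusted p = 0.0076, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its near-identical neighbour IFT70B rose by 1.05, and reads of the pair could have been split between the 2 genes or discarded, so both values are uncertain. The direction held in each of the 6 fits that left out 1 library, but the threshold was passed in 4 of them for DNAH7, 3 for DNAAF11, 5 for CFAP69, 1 for TTC29, 4 for IFT140 and 1 for IFT70A. The highest adjusted p among those fits was 0.014 without glass-control replicate 3 for DNAH7, 0.011 without 1 kPa replicate 2 for DNAAF11, 0.014 without glass-control replicate 3 for CFAP69, 0.026 without glass-control replicate 2 for TTC29, 0.015 without glass-control replicate 3 for IFT140 and 0.036 without glass-control replicate 3 for IFT70A (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

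**Figure D1:**
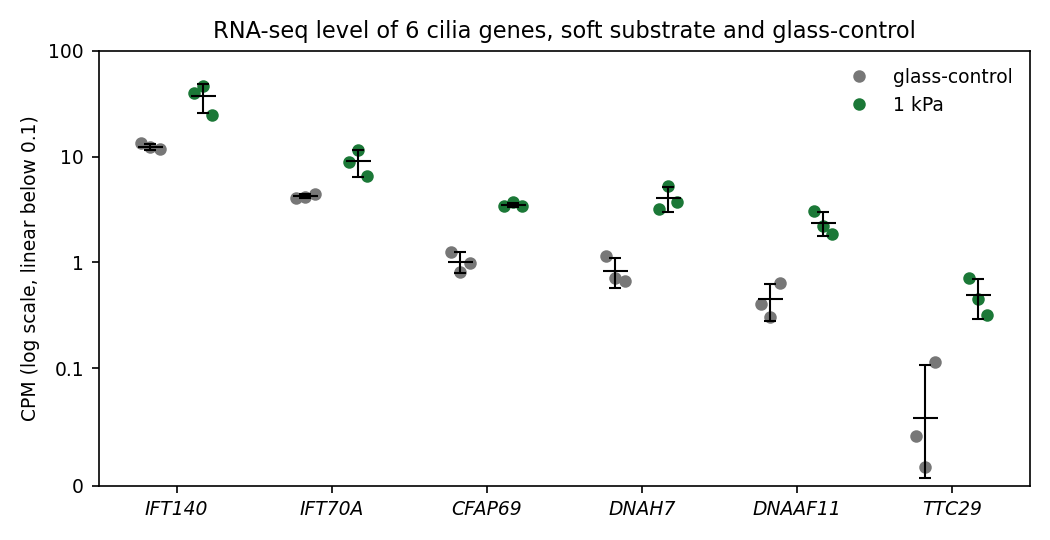
CPM of 6 cilia genes in the 3 glass-control libraries (grey) and the 3 libraries from 1 kPa (green), with the mean as a horizontal line and the SD as error bars. The vertical axis is logarithmic above 0.1 CPM and linear below. For each gene every green point lies above every grey point, and CFAP69 is at 1.02 CPM on glass-control and 3.48 CPM on 1 kPa.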

**Fig. 3:**
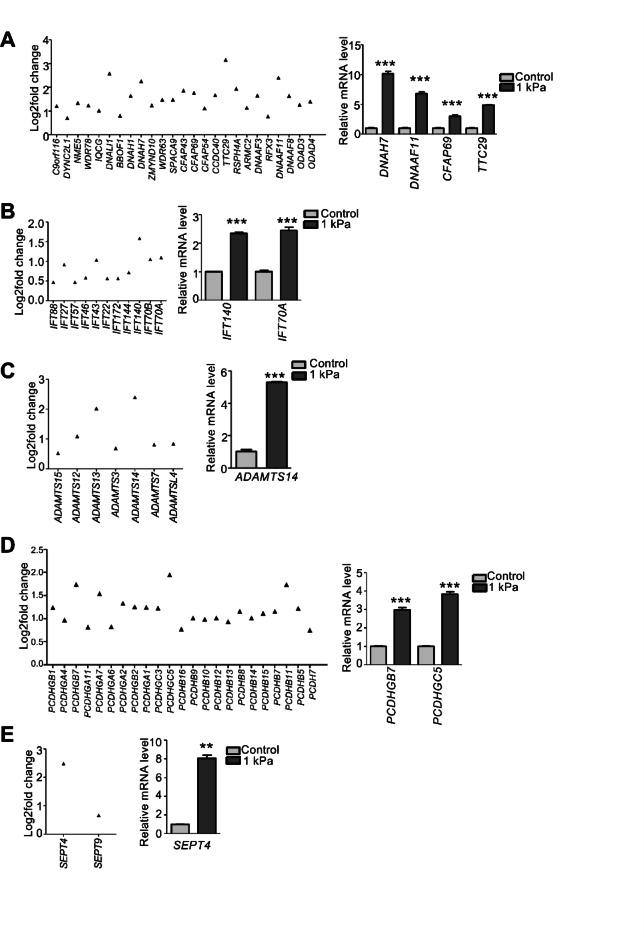
Real time (RT) PCR confirms differential transcriptomic profile at 1 kPa. (**A**-**E**) Log2fold change of genes found to be upregulated on 1 kPa matrix by bulk RNA-seq analysis (graphs to the left) and relative mRNA levels validated by RT-PCR (graphs to the right) are shown for ciliary motility genes (**A**), IFT transport genes (**B**), matrix ADAM proteases (**C**), protocadherins (**D**) and septins (**E**). Data are from three independent biological replicates, except for IFT70A (RT-PCR analysis - two biological replicates).

These findings together indicate that the soft ECM condition changes RPE1 transcriptome in a way that favors PC formation by inhibiting the cell cycle despite the presence of serum.

### Soft substrate modulates the transcriptome of ECM, cell adhesion and cytoskeleton related genes

Out of 2,182 upregulated genes, 68 genes related to the GO term “extracellular matrix organization”, including matrix proteases (*MMP15*, *MMP11*, *MMP19*, *ADAMTS14*, *ADAMTS15* and others), collagen (*COLQ*, *COL9A3*, *COL6A1*, *COL14A1* and others) and laminin genes (*LAMB1*, *LAMC1*), were upregulated in cells growing on 1 kPa compared to the glass-control (Fig. S6C). 

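Of the 11 genes named here, all rose on 1 kPa, by 0.52 to 4.19 on the log2 scale. The threshold was passed by 8 over all genes and by 11 when adjusted over the list alone, which was chosen on these samples, while ADAMTS15, COLQ and LAMB1 missed the first. MMP19 (ENSG00000123342.13, chromosome 12 from 55835433 to 55842966 of GRCh38) had 15.9 ± 0.873 CPM (SD, n = 3) on 1 kPa and 6.72 ± 0.394 CPM (SD, n = 3) on glass-control, a log2fold change of 1.24 (standard error 0.13, adjusted p = 8.6e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold in all 6 fits that left out 1 library. ADAMTS14 (ENSG00000138316.8, chromosome 10 from 70672506 to 70762441) rose from 7.33 ± 3.95 to 38.7 ± 6.95 CPM, a log2fold change of 2.39 (standard error 0.33, adjusted p = 0.0020, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.014 without glass-control replicate 3. The steepest change, that of COL9A3 (ENSG00000092758.13, chromosome 20 from 62816244 to 62841159), rested on few counts, 0.615 ± 0.50 against 0.0318 ± 0.0151 CPM, with a log2fold change of 4.19 and a standard error of 0.74. Its adjusted p of 0.0049 became 0.030 without glass-control replicate 3 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Laminin LAMC1 was the most abundant of the 11, with 1299 ± 56.7 against 859 ± 50.6 CPM, and rose by 0.60 on the log2 scale (adjusted p = 0.0063, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.042 without glass-control replicate 3. As lists that were not taken from the paper, 39 collagens and laminins had a median log2fold change of 0.59 (adjusted p = 0.0017, camera with Benjamini-Hochberg adjustment), with 11 upregulated and 2 downregulated, and 24 MMP and ADAMTS proteases had a median of 0.62 (adjusted p = 0.0014, camera with Benjamini-Hochberg adjustment), with 8 upregulated and 1 downregulated. The upregulated collagens and laminins numbered 16 with the replicate number as a block, 13 without 1 kPa replicate 3 and 0 without glass-control replicate 3, where 19 had an unadjusted p under 0.05, and the upregulated proteases 12 with the replicate number as a block, 11 without 1 kPa replicate 3 and 1 without glass-control replicate 3. Under fry the proteases kept an adjusted p of 0.0042 and the collagens and laminins had 0.053. Of the 5 ADAMTS genes drawn in Fig. 3C, which rose by 0.69 to 2.02, 2 passed over all genes and 5 adjusted over the list alone, and all 5 passed with the replicate number as a block. The numbers for the 11 genes were 9 without 1 kPa replicate 3, 1 without glass-control replicate 3 and 9 with the block.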

The upregulation of the ADAM protease *ADAMTS14* was also confirmed by RT-PCR (Fig. 3C), depicting that substrate stiffness modulates the ECM transcriptome.

As cells growing on 1 kPa formed dense colonies that did not spread, we reasoned that adhesion molecules might also be upregulated on soft substrates. GO analysis indicated increased expression of 39 genes related to “homophilic cell adhesion via plasma membrane adhesion molecules“ (Fig. S7A), which included upregulation of 23 protocadherins (*PCDHGB1*, *PCDHGB7*, *PCDHGA4*, *PCDHGA7*, *PCDHGC5* among others) and two cadherins (*CDH13*, *CDH18*) on soft substrate compared to glass-control. 

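Every one of the 7 genes named passed the threshold on 1 kPa with all libraries, and all had higher counts in each 1 kPa library than in each glass-control library. PCDHGA7 (ENSG00000253537.2, chromosome 5 from 141382739 to 141512975 of GRCh38) had a log2fold change of 1.54 (standard error 0.15, adjusted p = 5.5e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 49.6 ± 7.55 CPM (SD, n = 3) on 1 kPa and 17.0 ± 1.75 CPM (SD, n = 3) on glass-control, and kept its call in all 6 fits that left out 1 library. PCDHGC5 (ENSG00000240764.3, chromosome 5 from 141489081 to 141512975) rose by 1.95 on the log2 scale (standard error 0.30, adjusted p = 0.0030, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.022 without glass-control replicate 3. The genes of the gamma cluster share their last exons and the intervals of neighbouring genes overlap, so counting could split reads between them or set them aside, and the single values are uncertain. The cadherins lie apart from that cluster. CDH13 (ENSG00000140945.13, chromosome 16 from 82626965 to 83800640) rose by 0.68 (adjusted p = 0.0027, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and CDH18 (ENSG00000145526.9, chromosome 5 from 19471296 to 20575873) by 1.07 (adjusted p = 0.0041, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without glass-control replicate 3 the adjusted p was 0.023 and 0.023. Leaving out 1 library, the number of the 7 that passed was 7 without 1 kPa replicate 3, 5 without 1 kPa replicate 1, 1 without 1 kPa replicate 2, 3 without glass-control replicate 1, 2 without glass-control replicate 2 and 1 without glass-control replicate 3, while all 7 had an unadjusted p under 0.05 in each fit. For PCDHGB1, PCDHGB7 and PCDHGA4 the highest adjusted p was 0.017 without glass-control replicate 3, 0.015 without glass-control replicate 3 and 0.042 without glass-control replicate 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). As a list, 20 gamma protocadherins had a median log2fold change of 1.16 with 8 upregulated (adjusted p = 6.1e-06, camera with Benjamini-Hochberg adjustment), and 13 beta protocadherins, each with its own single exon, had a median of 1.04 with all 13 above 0 and 4 upregulated (adjusted p = 4.6e-06, camera with Benjamini-Hochberg adjustment). The upregulated gamma protocadherins numbered 11 with the replicate number as a block, 11 without 1 kPa replicate 3 and 1 without glass-control replicate 3, and the beta protocadherins 11 with the replicate number as a block, 5 without 1 kPa replicate 3 and 0 without glass-control replicate 3, where 13 had an unadjusted p under 0.05. Of the 18 protocadherins in Fig. 3D that the text does not name, 8 passed over all genes, 17 adjusted over the list alone and 17 with the replicate number as a block. Of the 18, 11 passed without 1 kPa replicate 3 and 0 passed without glass-control replicate 3, where 18 had an unadjusted p under 0.05. In 16 of the 18 genes all libraries from 1 kPa lay above all from glass-control.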

The upregulation of two protocadherins, *PCDHGB7* and *PCDHGC5*, was also validated by RT-PCR (Fig. 3D). The enhanced expression of adhesion molecules might account for high cell-cell contact, colony formation and less migration of RPE1 cells on soft gels.

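A list of 46 genes of actin filaments and focal adhesions fell on 1 kPa, with 42 of them below 0, a median log2fold change of -0.57 (adjusted p = 2.2e-13, camera with Benjamini-Hochberg adjustment) and 17 downregulated one by one (24 with the replicate number as a block, 22 without 1 kPa replicate 3 and 2 without glass-control replicate 3). The adjusted p under fry was 0.0047. Talin 2 (TLN2), vinculin (VCL), ACTR2, ACTR3, DIAPH1, DIAPH3, MYO19, MYO7B, MYO1C and MYH9 all had lower levels in each 1 kPa library than in each glass-control library, with log2fold changes of -1.73 to -0.38. Of these 10, which were chosen on these samples, 4 passed the threshold over all genes, namely TLN2, DIAPH3, MYO7B and MYO1C, and 10 passed when adjusted over the list alone. DIAPH3, a formin (ENSG00000139734.15, chromosome 13 from 59665583 to 60163928 of GRCh38), had 69.2 ± 30.3 CPM (SD, n = 3) on 1 kPa and 180.0 ± 27.4 CPM (SD, n = 3) on glass-control, a log2fold change of -1.38 (standard error 0.27, adjusted p = 0.0075 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.037 without glass-control replicate 3. MYO7B (ENSG00000169994.16, chromosome 2 from 127535683 to 127637729) fell by 1.73 on the log2 scale (standard error 0.29, adjusted p = 0.0041, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at a low level, 0.531 ± 0.144 against 1.75 ± 0.327 CPM. Nonmuscle myosin MYH9 was the most abundant, with 3383 ± 101 against 5242 ± 785 CPM. Its log2fold change of -0.63 had an adjusted p of 0.013 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and that of VCL, -0.38, had 0.032. With the replicate number as a block, 7 of the 10 passed, ACTR3, DIAPH1 and MYO19 in addition to the 4. The number was 7 without 1 kPa replicate 3 and 0 without glass-control replicate 3, where 10 had an unadjusted p under 0.05.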

Out of 1,806 downregulated genes, 30 genes were related to the GO-term “actin filament bundles”, including genes involved in focal adhesion (*TLN2* and *VCL*), actin polymerization (*ACTR3* and *ACTR2*), actin nucleation (*DIAPH1* and *DIAPH3*) as well as myosin related genes (*MYO19*, *MYO7B*, *MYO1C*, *MYH9*) (Fig. S7B). This indicates differential expression of the cytoskeletal genes in 1 kPa that might impinge upon differences in cytoskeleton organization observed in cells growing on soft substrates. 

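Septins form filaments and rings that bind actin and membranes. SEPTIN9, formerly SEPT9 (ENSG00000184640.15, chromosome 17 from 77280569 to 77500596 of GRCh38), was highly expressed, with 787 ± 90.1 CPM (SD, n = 3) on 1 kPa and 496 ± 57.3 CPM (SD, n = 3) on glass-control, and its log2fold change was 0.67 (standard error 0.14, adjusted p = 0.0085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.042 without glass-control replicate 2. SEPTIN4, formerly SEPT4 (ENSG00000108387.12, chromosome 17 from 58520250 to 58544368), had 1.71 ± 1.17 CPM (SD, n = 3) on 1 kPa and 0.305 ± 0.0712 CPM (SD, n = 3) on glass-control. All 3 libraries from 1 kPa lay above the 3 from glass-control, but they differed so much that the log2fold change of 2.48 had a standard error of 0.53 and an adjusted p of 0.0101, just over the threshold of 0.01 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 its adjusted p was 1.6e-05 and with the replicate number as a block 8.5e-04, within a range of 2.8e-11 to 0.051 over the alternatives. The highest value came without glass-control replicate 3. Both genes passed when adjusted over the list alone, which the study chose on these samples.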

Contrary to the actin genes, two septins (cytoskeleton associated proteins), *SEPT4* and *SEPT9*, were upregulated on soft substrate (Fig. 3E). Our RT-PCR results also supported the upregulation of *SEPT4* on soft matrix (Fig. 3E). In summary, these observations suggest that soft ECM changes cell behavior and morphology by upregulating adhesion molecules and changing cytoskeleton genes at the transcriptional level.

### Soft substrate increases *GLI1* expression and changes YAP/TAZ nuclear to cytoplasmic ratio

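Levels on 1 kPa were compared for genes of signaling pathways shown in the paper's Fig. 4A. NFKBIA, which encodes the NF-kB inhibitor IκBα (ENSG00000100906.8, chromosome 14 from 35401079 to 35404749 of GRCh38), had 41.1 ± 5.20 CPM (SD, n = 3) on 1 kPa and 15.4 ± 1.1 CPM (SD, n = 3) on glass-control, a log2fold change of 1.42 (standard error 0.13, adjusted p = 5.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed the threshold in all 6 fits that left out 1 library. The other 2 NF-kB genes, NFKB2 and NFKBIE, missed the threshold. Of 7 TGF-β genes, 5 passed over all genes and 7 adjusted over the list alone. TGFBR2 (ENSG00000163513.15, chromosome 3 from 30606601 to 30694142) rose by 0.89 on the log2 scale (standard error 0.13, adjusted p = 0.0022, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.018 without glass-control replicate 3. For SHH signaling, SMO rose by 0.74 (adjusted p = 0.017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and SUFU by 0.77 (adjusted p = 0.015, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither passed over all genes, both passed when adjusted over the list alone, and with the replicate number as a block the adjusted p was 0.0041 and 0.0042, within 1.6e-05 to 0.076 and 6.2e-07 to 0.064 over the alternatives. GLI1, the transcriptional readout of that pathway, had a log2fold change of 1.22 (standard error 0.24, adjusted p = 0.0074, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 7.09 ± 2.33 CPM (SD, n = 3) on 1 kPa and 3.04 ± 0.229 CPM (SD, n = 3) on glass-control. Its adjusted p was 0.039 without glass-control replicate 3. The 2 MAP kinase genes gave less. MAPK3 rose by 0.66 (adjusted p = 0.026, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 0.0058 in the fit with the block and 1.9e-05 to 0.097 over the alternatives, and DUSP16 by 0.21 with an adjusted p of 0.28 and overlapping libraries. Of the Wnt genes 3 of 7 passed, of Notch 1 of 5 and of JAK STAT 2 of 4. With the replicate number as a block, 7 of 7 TGF-β, 6 of 7 Wnt, 5 of 5 Notch, 3 of 4 JAK STAT and 3 of 3 NF-kB genes passed. The genes were chosen on these samples. Leaving out 1 kPa replicate 3, 6 of 7 TGF-β, 6 of 7 Wnt and 2 of 2 SHH genes passed, and without glass-control replicate 3, 0, 1 and 0 did, where 7, 7 and 2 had an unadjusted p under 0.05. Of the JAK STAT and Notch genes, 2 of 4 and 2 of 5 passed without 1 kPa replicate 3. Without glass-control replicate 3, 0 and 0 did, where 4 and 5 had an unadjusted p under 0.05. For JAK STAT it was 0 without any of the other libraries too.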

We found that components of various pathways, including MAP kinase, NF-kB, TGF-β and SHH, were transcriptionally upregulated on soft substrate (Fig. 4A). In line with PC acting as a signaling hub for SHH^37,38^, we asked whether SHH pathway was constitutively active on 1 kPa. Pathway activation in ciliated cells (PC formed upon serum starvation on glass-control) initiates with the entrance of the SHH regulator Smoothened (Smo) into the cilium upon SAG treatment (Smoothened agonist) (Fig. S8A), where it initiates a cascade of events, eventually leading to transcriptional activation, including the transcriptional upregulation of *GLI1* transcription factor^39^. On 1 kPa substrates in the absence of SAG, we confirmed that *GLI1* mRNA levels were higher in comparison to glass-control (Fig. 4B). However, under this condition, Smo did not accumulate in the cilium (Fig. 4C and D). Smo cilia accumulation was only considerably higher at 1 kPa in the presence of SAG (Fig. 4D).

**Fig. 4:**
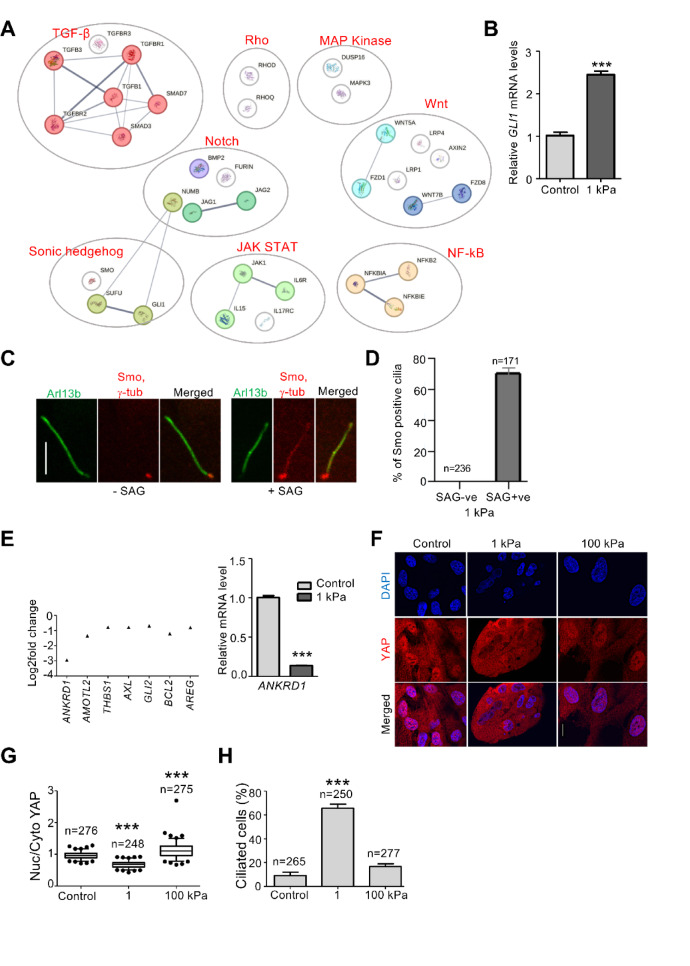
Soft substrate regulates signaling pathways. (**A**) Components of signaling pathways found to be upregulated on 1 kPa matrices by bulk RNA-seq analysis. (**B**) Relative mRNA levels of *GLI1*, determined by RT-PCR in RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on glass or 1 kPa matrices in serum-rich media for 24 h. Data are from three independent biological replicates. (**C**, **D**) Smo cilia localization in RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on 1 kPa matrices in serum-rich media for 24 h, followed by an additional 24 h incubation in the absence (- SAG) or presence (+ SAG) of the Smoothened agonist SAG (200 nM). Smo was detected by indirect fluorescence microscopy using anti-Smo antibodies. The basal bodies (red) and ciliary membrane (green) were visualized by direct fluorescence. Representative images (**C**) and quantification of the percentage of Smo-positive cilia (**D**) are shown. Data from two independent biological replicates. Scale bar, 5 μm in (**C**). (**E**) Scatter plot showing the reduced expression of YAP target genes on 1 kPa matrices based on bulk RNA-seq analysis (graph on the left) and relative mRNA levels of the YAP target *ANKRD1* determined by RT-PCR (graph on the right). Data from three independent biological replicates. (**F–H**) Analysis of YAP localization in RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on glass-control, 1 kPa and 100 kPa matrices in serum-rich media for 24 h. YAP was stained using anti-YAP antibodies. Representative images (**F**), nuclear to cytoplasm YAP ratios (**G**) and percentage of ciliated cells ((**H**), determined by direct fluorescence) are shown. Scale bar, 10 μm. Data from three independent biological replicates. The sample number (n) is indicated on the graphs. Statistical analysis according to two tailed Mann Whitney test: ***, *p* ≤ 0.001.

In addition to the above mentioned signaling components, we also analyzed YAP (Yes associated protein), as it has been reported to respond to mechanical cues^40^. Transcriptional activator YAP and its homolog TAZ shuttle between cytoplasm and nucleus in a confluency dependent manner^41^. Contrary to the glass-control, cells at 1 kPa were densely packed in the form of colonies and they did not spread on the substrate in the presence of serum. Dense cellular colonies correlate with YAP/TAZ inactivation and cytoplasmic accumulation^42^. 

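YAP and TAZ drive transcription together with TEAD factors, and a fixed readout of 22 such target genes was tested as a list. On 1 kPa 21 of the 22 were lower, with a median log2fold change of -0.97 (adjusted p = 1.0e-13, camera with Benjamini-Hochberg adjustment) and 12 downregulated one by one. Under fry its adjusted p was 0.0031, and it stayed at or below 2.2e-12 without 1 kPa replicate 1 in the fits that left out 1 library. The readout includes ANKRD1, AMOTL2 and AXL, which the study names as well. ANKRD1 (ENSG00000148677.6, chromosome 10 from 90912096 to 90921087 of GRCh38) had 78.3 ± 37.8 CPM (SD, n = 3) on 1 kPa and 604 ± 130.6 CPM (SD, n = 3) on glass-control, a log2fold change of -2.95 (standard error 0.33, adjusted p = 9.0e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed the threshold in all 6 fits that left out 1 library. AMOTL2 (ENSG00000114019.12, chromosome 3 from 134355347 to 134375479) fell by 1.35 on the log2 scale (standard error 0.21, adjusted p = 0.0030, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and AXL by 0.78 (adjusted p = 0.0057, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Without glass-control replicate 3 their adjusted p was 0.019 and 0.033. THBS1, GLI2, BCL2 and AREG were also lower, with log2fold changes of -0.79, -0.69, -1.2 and -0.79, and adjusted p-values of 0.040, 0.025, 0.012 and 0.0504 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, above 0.01. Of all 7 genes, 3 passed over all genes, 5 adjusted over the list alone, which was chosen on these samples, and 6 with the replicate number as a block, AREG being the exception. A fit without 1 kPa replicate 3 called 6, and a fit without glass-control replicate 3 called 1. The level of YAP1 itself was not measurably different, with a log2fold change of -0.13 (adjusted p = 0.40, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while WWTR1, which encodes TAZ, rose by 1.37 (adjusted p = 8.6e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).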

We found that YAP transcriptional target genes (*ANKRD1*, *AMOTL2*, *THBS1*, *AXL*, *GLI2*, *BCL2* and *AREG*) were downregulated in our dataset (Fig. 4E). RT-PCR confirmed the downregulation of the YAP target, *ANKRD1* (Fig. 4E).

High cell density had been reported to induce cilia formation through inactivation and cytoplasmic accumulation of YAP/TAZ^43^. To investigate whether YAP/TAZ would also become more cytoplasmic in soft substrates, we determined the nuclear to cytoplasmic ratio of YAP in cells cultured on hard (glass-control and 100 kPa) and soft (1 kPa) substrates under serum-rich conditions. YAP was more nuclear in glass-control and 100 kPa samples, whereas it was more cytoplasmic in 1 kPa samples (Fig. 4F and G). YAP inactivation coincided with increased ciliation rate on soft matrix under serum-rich conditions (Fig. 4H). These observations indicate that YAP/TAZ inactivation might contribute to ciliogenesis on soft substrates. In contrast, in our 48 h serum-starved condition (cells cultured on uncoated glass) of PC induction, YAP nuclear to cytoplasmic ratio was higher (Fig. S8B, median nuclear to cytoplasmic ratio of 1.2) than the 1 kPa condition (Fig. 4G, median nuclear to cytoplasmic ratio of 0.7), suggesting that nutrient deprivation-driven cilia formation occurs even though YAP remains relatively more nuclear, while still being within the range previously described as non-nuclear and permissive for ciliogenesis (nuclear to cytoplasmic ratio of 1.2 or less)^44^.

### Transcriptional profile of RPE1 cells upon serum starvation indicates upregulation of autophagy and cilia-related genes

We next asked how the transcriptome of our RPE1 cell line changes when the cells are subjected to serum starvation, a treatment frequently used to induce ciliation in RPE1 cells. To address this question, we incubated RPE1 cells (cultured on uncoated glass) for 6 h and 24 h in the presence or absence of serum before processing the samples for bulk RNA-seq analysis. 

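Counts of 3 libraries from each condition were analysed, with cells starved for 6 h and 24 h each compared with its own control. The methods call those controls cycling cells at 0 h, and the sample labels name 0 h for the 24 h control and call the 6 h control a cyclin control, while the results describe controls kept in serum for 6 h and 24 h. If they were taken at 0 h, time in culture adds to starvation in every comparison of this kind and in the difference between 6 h and 24 h. The 6 h libraries were read from single ends and the 24 h libraries from paired ends, and the deposited counts of the 6 h libraries are given per Entrez gene while those of the 24 h libraries are given per Ensembl gene. Each time point was therefore fitted apart from the other, with the filter, scaling and test used for the soft substrate, and 13948 genes were tested at 6 h and 17894 at 24 h. The counted depth was 47874718 to 52321021 (median 50640298) for 6 h starvation, 51644185 to 55660377 (median 52513030) for its control, 55791002 to 58438841 (median 56866276) for 24 h starvation and 58624252 to 65930828 (median 59954308) for its control. The libraries with the same replicate number did not all deviate together here, so no block is used beside these results. A change of 1 on the log2 scale simulated in 200 genes was called for 68% of them at 6 h (13936 genes, 2 unchanged genes called) and for 66.5% at 24 h (17788 genes, 4 unchanged genes called), always in the right direction. Differences between the responses at 6 h and 24 h, or on 1 kPa and after 24 h, were tested as an interaction in 1 fit of 12 libraries, where a simulated difference of 1 was called for 48.5% and 22.5% of the genes. These simulated shares, too, rest on 200 changed genes and can be too low for the libraries. Time point and library type change together between 6 h and 24 h, so these differences cannot be assigned to time alone.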

Early steps of cilia formation, including trafficking of proteins to the centrosome, was shown to initiate shortly after serum starvation in RPE1 cells^45,46^, yet only a small percentage of fully formed cilia were observed after 6 h of serum starvation (17%). In contrast, approximately 50% of the cells showed a fully elongated cilium after 24 h of starvation. We therefore anticipated that cellular responses to serum starvation would be more prominent at 6 h in serum-free media, whereas cilia-related specific transcriptional changes may become more apparent after 24 h. 

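The first principal component of the 500 most variable genes held 92.9% of the variance at 6 h and 96.8% at 24 h, and the second held 3.87% and 1.32%. At 6 h the starved libraries had coordinates of 20.1, 22.3 and 18.7 on the first component and the controls -18.0, -18.7 and -24.4. At 24 h the starved libraries had 35.8, 34.9 and 27.7 and the controls -31.5, -33.3 and -33.6. On log2 CPM values the first component held 86.5% at 6 h and 94.8% at 24 h, and over all counted genes 72.9% and 74.3%. For 50.4% of the tested genes at 6 h and 69.9% at 24 h, the starved libraries lay all above or all below their controls, against 10% by chance. Replicates differed by more than counting noise, by a chi-square per gene of 16.7 to 92.5 at 6 h and of 20.0 to 71.1 at 24 h.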

PCA, MA plot, dispersion plot and heatmaps of the transcriptomic data indicated no systematic bias and a clear difference between control and experimental conditions (Fig. S9A-S9F). 

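The adjusted p of edgeR's quasi-likelihood test under 0.01 and a log2fold change over 0.25 gave 1275 upregulated genes at 6 h, 9.14% of the 13948 tested, and 4653 at 24 h, 26.0% of the 17894 tested. DESeq2 called 1750 and 4691. Its 32311 genes at 24 h include many with few counts, so the share there was 14.5%. The unadjusted p gave 1961 genes at 6 h and 4987 at 24 h, and a log2fold change over 1 left 654 and 2418. At 6 h a single library moved the number, to 693 without starved replicate 1, 686 without starved replicate 2 and 708 without control replicate 2. At 24 h it stayed between 3923 and 4626.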

When considering a log2fold change > 0.25 and *p* < 0.01, 30% (4,920 out of 15,733) and 16% (4,689 out of 29,481) of the hits were upregulated in cells serum-starved for 6 h and 24 h, respectively, compared to their corresponding controls. To identify downregulated genes, we considered a log2fold change of < 0 and *p* < 0.01. Under these criteria, 2,675 and 4,822 genes were downregulated in 6 h and 24 h of serum starvation, respectively, compared to controls.

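Downregulated genes numbered 1687 at 6 h and 4779 at 24 h with edgeR's quasi-likelihood test, and 2228 and 4825 with DESeq2. The unadjusted p gave 2421 and 5127, and a log2fold change under -1 left 678 and 1901. At 6 h the number was 979 without starved replicate 1, 1024 without starved replicate 2 and 1087 without control replicate 2. At 24 h leaving out 1 library gave 3904 to 4857. At an adjusted p under 0.05, 5108 genes differed at 6 h and 11519 at 24 h. The interaction test over both time points called 3087 of 14392 genes as responding differently at 24 h and 6 h, 1400 higher and 1687 lower at 24 h, with edgeR's quasi-likelihood test. Leaving out 1 library, the number ranged from 2314 without 24 h starved replicate 1 to 3905 without 6 h control replicate 3. With RLE scaling 1545 genes were higher and 1532 lower, and with DESeq2 2065 and 1969 of 4034. Without a filter on low counts it was 1422 and 1675. The balance between the directions thus depends on the setting.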

Cellular response to serum starvation was shown to involve the upregulation of genes related to autophagy and downregulation of genes related to cell cycle^47,48^. Accordingly, we found that after 6 h in serum-free medium, genes related to cellular response to starvation, including biosynthetic processes and autophagy-related genes, were significantly upregulated (Fig. 5A). 

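Of 39 core autophagy genes, 28 had a higher level after 6 h without serum, with a median log2fold change of 0.19 (adjusted p = 0.019, camera with Benjamini-Hochberg adjustment), 10 upregulated and 2 downregulated. The adjusted p stayed between 0.013 and 0.033 in the fits that left out 1 library, and fry gave 8.8e-04. A list of 19 sterol biosynthesis genes rose in 18 cases, with a median of 0.53 and 7 genes upregulated (adjusted p = 5.0e-04, camera with Benjamini-Hochberg adjustment). In contrast, 42 of 45 ribosome biogenesis genes were lower, with a median of -0.90 and 33 downregulated (adjusted p = 5.2e-22, camera with Benjamini-Hochberg adjustment). With an estimated correlation between genes in place of the preset one, 1 of the 17 lists kept an adjusted p under 0.05 at 6 h, the YAP readout with 0.036.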

The number of upregulated autophagy genes compared to the control also increased significantly after 24 h of serum starvation (Fig. 5B and C). Furthermore, we observed an overlap of these genes with a previous study using human HAP1 cells^48^(Fig. 5C). 

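After 24 h, 24 of 37 core autophagy genes were above 0 with a median log2fold change of 0.28 (adjusted p = 0.016, camera with Benjamini-Hochberg adjustment), 18 upregulated and 5 downregulated, against 10 and 2 at 6 h. The median difference between the responses was -0.01 on the log2 scale, with 19 of the 39 genes in the fit of both times above 0 and 20 below. At an adjusted p under 0.01, 7 genes were higher and 1 lower at 24 h than at 6 h. The test of the list gave an adjusted p of 0.33 (camera with Benjamini-Hochberg adjustment), and 0.056 under fry. ATG5, needed to form autophagosomes, did not rise, with a log2fold change of -0.25 at 24 h (standard error 0.07, adjusted p = 0.012 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).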

To confirm that autophagy activation was indeed increased upon serum starvation, we analyzed RPE1 cells stably expressing the mCherry-GFP-LC3 reporter, in which the autophagy adapter protein LC3 (microtubule-associated protein 1 light chain 3) is fused to mCherry and GFP tandem tags^49,50^. Due to instability of GFP fluorescence at acidic pH, the mCherry-GFP-LC3 reporter gives a yellow signal at the cytoplasm and autophagosomes (mCherry+, GFP+ puncta) but only a red signal at autolysosomes (mCherry+, GFP- puncta), allowing us to estimate the autophagic flux (represented by the ratio of red to yellow foci per cell). As expected, the autophagic flux was significantly increased in serum-starved cells (Fig. S10).

**Fig. 5:**
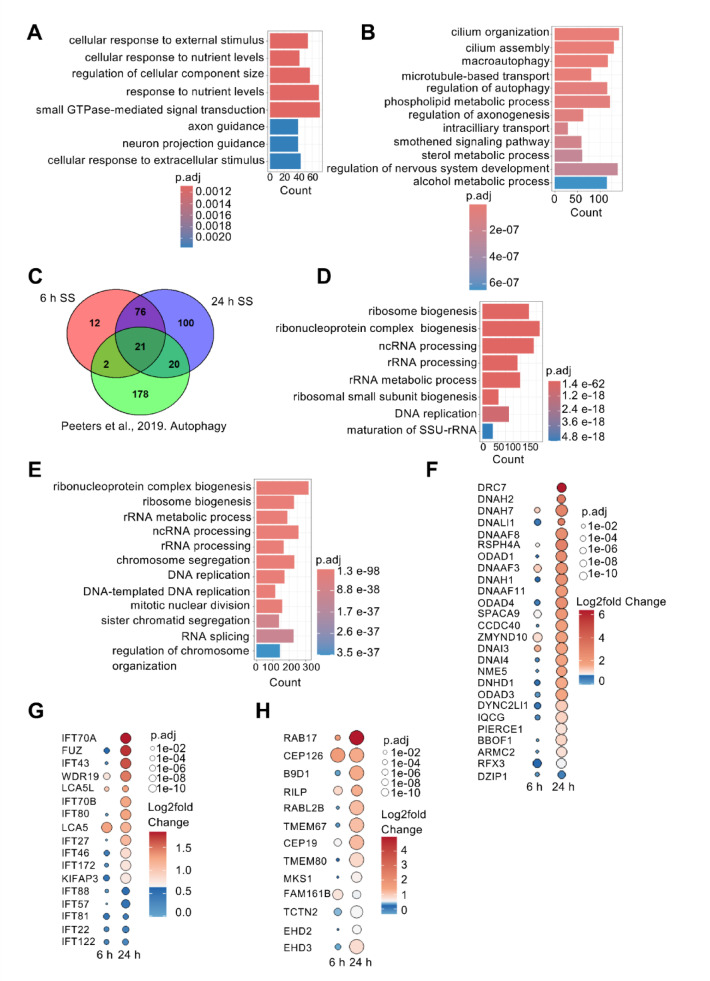
Gene ontology (GO) analysis shows prominent upregulation of cilia genes after 24 h of starvation. RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells seeded on uncoated glass were subjected to bulk RNA-seq after 6 h and 24 h of culture in serum-rich (control) or serum-free (serum starved) medium. (**A**, **B**) Gene ontology analysis showing upregulated biological processes at 6 h (**A**) and 24 h (**B**) of serum starvation compared to controls (serum-rich conditions), based on *p* < 0.01 and log2fold change > 0.25. (**C**) Venn diagram showing the number of common and unique upregulated autophagy-related genes identified in RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells after 6 h and 24 h of serum starvation, compared to the previous study by^48^ using human HAP1 cells serum starved for 6 h. (**D**, **E**) GO analysis showing downregulated biological processes at 6 h (**D**) and 24 h (**E**) SS, based on *p* < 0.01 and log2fold change < 0. (**F**, **H**) Bubble plots showing the expression of ciliary motility genes (**F**), axoneme transport genes (**G**) and genes related to centrosome, ciliary vesicle trafficking and ciliary transition zone (**H**) after 6 h and 24 h of serum starvation compared to their respective controls.

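Of 43 genes of DNA replication, 36 had a lower level after 6 h, with a median log2fold change of -0.46 (adjusted p = 2.3e-05, camera with Benjamini-Hochberg adjustment), and 15 were downregulated one by one. Mitosis genes did not fall at that time. Of 33, 26 were above 0 with a median of 0.16 (adjusted p = 0.029, camera with Benjamini-Hochberg adjustment), and that adjusted p was 0.17 without 6 h serum starvation replicate 3. Under fry the adjusted p was 0.029 for DNA replication and 0.14 for mitosis. MKI67 was little changed, with a log2fold change of 0.16 and 1944 ± 428 against 1744 ± 130.4 CPM (adjusted p = 0.45, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).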

A subset of 81 DNA-replication genes was downregulated at 6 h of serum starvation (Fig. 5D). 

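All 33 mitosis genes were downregulated after 24 h, with a median log2fold change of -2.79 (adjusted p = 2.9e-22, camera with Benjamini-Hochberg adjustment), and so were 41 of 43 DNA replication genes, with a median of -2.22 (adjusted p = 1.5e-24, camera with Benjamini-Hochberg adjustment). Compared with 6 h, the median difference of the mitosis list was -2.97 at 24 h (adjusted p = 1.2e-58, camera with Benjamini-Hochberg adjustment) and that of the replication list -1.7 (adjusted p = 7.5e-27, camera with Benjamini-Hochberg adjustment). AURKB (ENSG00000178999.10, chromosome 17 from 8204733 to 8210600 of GRCh38) had 12.3 ± 5.07 CPM (SD, n = 3) after 24 h serum starvation and 105 ± 16.2 CPM (SD, n = 3) in the 24 h control, a log2fold change of -3.09 (standard error 0.25, adjusted p = 2.7e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PLK1 (ENSG00000166851.12, chromosome 16 from 23677656 to 23690367) fell by 3.07 (standard error 0.26, adjusted p = 3.4e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), CDK1 by 2.98 (adjusted p = 2.8e-06) and CDC20 by 2.85 (adjusted p = 1.9e-06). The falls of CDC27, -0.69 with 77.3 ± 2.87 against 124 ± 6.45 CPM, and CDC14A, -0.87 with 2.24 ± 0.493 against 4.09 ± 0.574 CPM, were smaller (adjusted p = 1.4e-05 and 0.0021, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 6 genes passed the threshold in every fit that left out 1 library.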

We further observed significant enrichment of downregulated cell cycle genes after 24 h of starvation (230 more genes compared to 6 h of starvation, including *CDK1*, *CDC27*, *CDC20*, *CDC14A*, *AURKB*, and *PLK1*) (Fig. 5E). These findings were consistent with the higher percentage of non-dividing RPE1 cells in cultures serum-starved for 24 h (73.5%) compared to 6 h (11.9%), as determined by pRb analysis. Furthermore, we observed a higher proportion of upregulated cilia-related components at 24 h than at 6 h of serum starvation, when compared with their respective controls (Fig. 5F-H). This confirms that ciliary-related responses to starvation begin shortly after nutrient deprivation and become more pronounced by 24 h, correlating with a higher percentage of ciliated cells.

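The 56 cilia genes that Fig. 5F to 5H show were compared at both times. They were chosen on these samples, so the counts describe them and are not independent evidence. For ciliary motility (Fig. 5F), 26 of 26 genes were upregulated at 24 h, with a median log2fold change of 1.91. At 6 h 23 could be tested and 4 were upregulated, DNAAF3, SPACA9, ZMYND10 and RFX3, with a median of 0.60 and 22 of the 23 above 0. DNAH2, DRC7 and ODAD1 had too few counts at 6 h. The log2fold change of DRC7 at 24 h, 6.96, has no bound because its 3 control libraries held no counts. For intraflagellar transport (Fig. 5G), 16 of 17 genes were upregulated at 24 h, all but IFT81, and 4 of 17 at 6 h, LCA5, IFT70A, IFT70B and WDR19. For the centrosome, transition zone and vesicle genes (Fig. 5H) it was 13 of 13 at 24 h and 3 of 13 at 6 h, CEP126, FAM161B and RILP. Adjusted over the list alone, 3, 4 and 3 genes passed at 6 h, and with DESeq2 6, 8 and 5. Single libraries changed the 6 h counts, which were 0, 1 and 1 without starved replicate 2, where 9 of the 23 had an unadjusted p under 0.05, and 5, 6 and 4 without starved replicate 3. At 24 h they stayed at 24 to 26, 14 to 16 and 11 to 13. A missing call at 6 h does not show a smaller response, so the difference was tested. Of 55 genes in the fit of both times together, which include DRC7 and ODAD1 with too few counts at 6 h alone, 50 had the higher log2fold change at 24 h, and 21 did so at an adjusted p under 0.01, 10 of motility, 7 of transport and 4 of the third group (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p under 0.05 it was 40 of the 55, in either direction. CEP126 was an exception, with a log2fold change of 1.69 at 6 h (standard error 0.20, adjusted p = 2.4e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.38 at 24 h, a difference of -0.33 (standard error 0.25, adjusted p = 0.33, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). IFT43 changed by 0.23 at 6 h and 1.66 at 24 h, a difference of 1.41 (standard error 0.26, adjusted p = 8.5e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lists that were not taken from the paper gave the same order. The dynein list had a median of 0.41 at 6 h (adjusted p = 0.067) and 1.69 at 24 h (adjusted p = 7.0e-05), with a test of the difference at 0.0037, and the intraflagellar transport list 0.23 (adjusted p = 0.037) and 0.60 (adjusted p = 5.2e-05), with 0.0091 (camera with Benjamini-Hochberg adjustment). The 6 h value of the transport list was 0.059 without 6 h serum starvation replicate 1. The paper had anticipated that responses to starvation would stand out more at 6 h, and that changes tied to cilia may become clearer after 24 h, when about 50% of cells carried a full cilium.

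**Figure D2:**
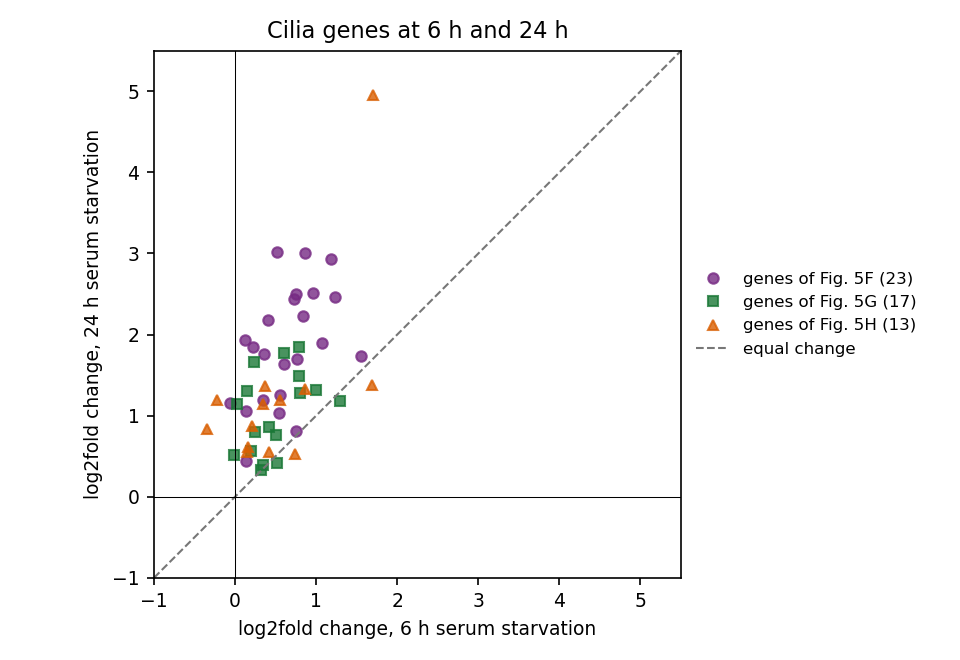
Log2fold change at 6 h against that at 24 h for the cilia genes of Fig. 5F (23 genes), Fig. 5G (17 genes) and Fig. 5H (13 genes) that could be tested at both times. The dashed line marks an equal change. Most points lie on the side of the larger change at 24 h, as for IFT43 at 0.23 and 1.66.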

### Comparison of the transcriptome landscape of serum-starved and 1 kPa cilia-inducing conditions

Next, we compared the transcriptome landscape of both cilia inducing conditions, i.e., mechanical condition (induced by a soft substrate in the presence of serum) and biochemical condition (induced by serum starvation on uncoated glass). We hypothesized that a common set of genes related to cilia induction would be shared between both conditions, while alternative pathways related to matrix stiffness or serum starvation would differ. To investigate these changes, we compared transcriptomic datasets obtained from these two independent conditions that induced ciliogenesis: culture on 1 kPa (in the presence of serum) and after 24 h of serum starvation. 

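With edgeR's quasi-likelihood test, 941 genes were upregulated both on 1 kPa and after 24 h serum starvation, 79.0% of the 1191 genes upregulated on 1 kPa. Among 15880 genes tested in both, 314 would be shared by chance, an odds ratio of 14.4 with a log10 p of -351 in Fisher's exact test. Fisher's test treats genes as independent, which they are not, so the odds ratio says more than the p. The number was 1728 with DESeq2, 2102 without a filter on low counts, 1665 with the replicate number as a block and 1939 with the unadjusted p, and 556 at a log2fold change over 1. It was 1666 without 1 kPa replicate 3, 479 without 1 kPa replicate 1, 185 without 1 kPa replicate 2, 392 without glass-control replicate 1, 181 without glass-control replicate 2 and 92 without glass-control replicate 3. The odds ratio also moved, from 5.45 without glass-control replicate 3 to 30.0 with DESeq2. Over 12231 genes with enough counts, the log2fold changes of both comparisons had a Pearson correlation of 0.746 and a Spearman correlation of 0.774.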

Compared to their respective controls, 1,660 genes were commonly upregulated in both conditions (Fig. 6A) (*p* < 0.01 and log2fold change > 0.25). Genes involved in cilia organization, axoneme assembly, and microtubule-based transport comprised the top category among these commonly upregulated genes, with 100 cilia hits (Fig. 6B). Among these, many components of the IFT machinery (IFT-A components: *IFT43*, *IFT122*, *WDR19*. IFT-B components: *IFT70*, *IFT27*, *IFT46*, *IFT172*, *IFT88*, *IFT57*, *IFT81*, *IFT22* and *CLUAP*) and the BBSome complex (*BBS2*, *BBS4*, *BBS9* and *TTC8*) were represented (Fig. 6C and E). 

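Of the 13 genes that these names cover, with IFT70 read as IFT70A and IFT70B, 3 passed the threshold on 1 kPa, IFT43, IFT70A and IFT70B, and 12 after 24 h, all but IFT81. Adjusted over the list alone, which was chosen on these samples, 10 and 13 passed. On 1 kPa the log2fold changes were 0.30 to 1.1 and after 24 h 0.33 to 1.84, and in each comparison all treated libraries lay above all control libraries for all 13 genes. DESeq2 called 10 of them on 1 kPa and the fit with the replicate number as a block 6. Leaving out 1 kPa replicate 3, 9 passed, and 0 without any other library, where 11 or 12 had an unadjusted p under 0.05. IFT122 was called on 1 kPa in none of the fits that left out 1 library, with a log2fold change of 0.30 (adjusted p = 0.11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but rose by 0.39 after 24 h (adjusted p = 0.0019). Of the BBSome genes BBS2, BBS4, BBS9 and TTC8, 1 passed on 1 kPa, BBS9, and 4 after 24 h. BBS9 had 22.3 ± 4.99 CPM (SD, n = 3) on 1 kPa and 8.36 ± 3.26 CPM (SD, n = 3) on glass-control, a log2fold change of 1.41 (adjusted p = 0.0068, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.034 without glass-control replicate 3. In the test of the difference, none of the 13 transport genes responded differently on 1 kPa and after 24 h at an adjusted p under 0.01 (4 at an unadjusted p under 0.05), though 12 of 13 had the smaller change on 1 kPa. For the 4 BBSome genes it was 0 (2 at an unadjusted p under 0.05). As whole lists, the difference had an adjusted p of 0.049 for intraflagellar transport, 0.056 with the block, and 0.18 for the BBSome (camera with Benjamini-Hochberg adjustment).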

Interestingly, although RPE1 cells typically form a primary (immotile) cilium, both conditions showed increased expression of genes related to ciliary motility, with two of them (*DNAH7* and *DNAAF11*) also validated by RT-PCR in 24 h serum-starved cells (Fig. 6F and G). 

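After 24 h, DNAH7 rose by 2.93 on the log2 scale (standard error 0.14, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 6.35 ± 0.243 CPM (SD, n = 3) after 24 h serum starvation and 0.83 ± 0.0977 CPM (SD, n = 3) in the 24 h control. DNAAF11 rose by 2.18 (standard error 0.20, adjusted p = 5.8e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2.68 ± 0.124 against 0.587 ± 0.131 CPM. Both passed in all 6 fits that left out 1 library. The responses on 1 kPa and after 24 h differed by -0.76 (standard error 0.33, adjusted p = 0.14, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for DNAH7 and 0.13 (standard error 0.38, adjusted p = 0.86, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) for DNAAF11. Of the 11 motility genes named for 1 kPa, 0 responded differently at an adjusted p under 0.01 and 2 had an unadjusted p under 0.05, with 9 of 11 changing less on 1 kPa. For the dynein list the difference had a median of -0.52 (adjusted p = 0.047, camera with Benjamini-Hochberg adjustment), and 0.054 with the replicate number as a block.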

Commonly downregulated genes comprised 1,468 hits (Fig. 6H), with a large representation of genes involved in DNA replication and chromosome segregation (Fig. 6I) (*p* < 0.01 and log2fold change < 0). These transcriptomic changes align with the observed cell cycle exit and increased ciliogenesis under both conditions.

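Both comparisons downregulated 678 genes by edgeR's quasi-likelihood test, 81.7% of the 830 genes downregulated on 1 kPa, where 237 would be shared by chance (odds ratio 13.3, p = 2.9e-237 in Fisher's exact test). DESeq2 gave 1519, no filter 1624, the replicate number as a block 1458 and the unadjusted p 1739, and a log2fold change under -1 gave 249. It rose to 1718 when 1 kPa replicate 3 was left out, and fell to between 275 without 1 kPa replicate 1 and 68 without glass-control replicate 3 when any other library of the soft substrate was. The odds ratio ranged from 5.43 without glass-control replicate 3 to 37.2 without a filter on low counts. Among the 12231 genes with enough counts, 1530 were called in either direction in both comparisons. Of those 1530, 1474 (96.3%) changed in the same direction. The shared fall was not of equal size. The mitosis list fell less on 1 kPa, by a median difference of 1.86 with 33 of 33 genes higher than after 24 h, 27 of them on their own (adjusted p = 2.0e-30, camera with Benjamini-Hochberg adjustment), and the DNA replication list by 1.25 (adjusted p = 5.5e-23, camera with Benjamini-Hochberg adjustment).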

**Fig. 6:**
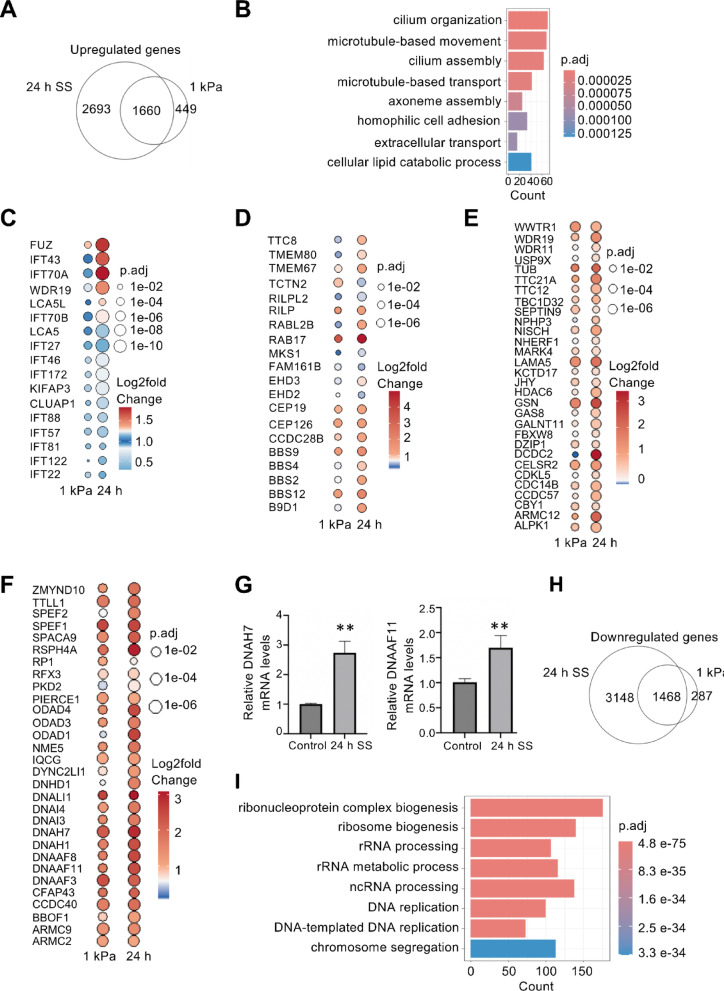
Overlap of gene expression programs induced by 1 kPa matrix and serum starvation. (**A**) Venn diagram showing the number of genes upregulated on soft matrix (1 kPa) relative to the glass-control, and after 24 h of serum starvation relative to serum-rich conditions. (**B**) Gene ontology analysis showing biological processes enriched among genes commonly upregulated on both 1 kPa and 24 h serum starvation conditions. (**C**-**F**) Bubble plots showing the expression of upregulated cilia-related genes associated with axoneme transport (**C**), centrosome, BBSome, cilia vesicle trafficking and ciliary transition zone (**D**), other cilia-related processes (**E**), and ciliary motility and axoneme stability (**F**) on 1 kPa and 24 h serum-starved conditions relative to their respective controls. (**G**) Relative mRNA levels of *DNAH7* and determined by RT-PCR after 24 h of serum starvation (SS) compared with serum-rich condition (control). Data are from three independent biological replicates. **, *p* ≤ 0.01. (**H**) Venn diagram depicting the number of genes downregulated on 1 kPa relative to the glass-control, and after 24 h of serum starvation compared with serum-fed cells. (**I**) Gene ontology analysis showing biological processes commonly downregulated on both 1 kPa and 24 h of serum starvation.

Condition-specific changes were apparent, with 2,693 genes upregulated and 3,148 downregulated exclusively under 24 h serum starvation, and 449 upregulated and 287 downregulated uniquely under 1 kPa conditions (Fig. 6A and H). 

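By the same thresholds, 3712 genes were upregulated and 4101 downregulated only after 24 h, and 250 upregulated and 152 downregulated only on 1 kPa. A gene in 1 list only has not been shown to respond differently, because the test on 1 kPa finds fewer changes. Of the 3712, 2937 also had a log2fold change above 0 on 1 kPa, 411 below 0 and 364 were not tested there. Of the 4101, 3426 were below 0 on 1 kPa, 465 above 0 and 210 not tested. The interaction test, edgeR's quasi-likelihood test at an adjusted p under 0.01, found a different response for 445 of the 3712 (12.0%) and 471 of the 4101 (11.5%), and for 111 (44.4%) and 91 (59.9%) of the genes in the lists of 1 kPa only. Among the shared genes it was 61 of 941 (6.48%) and 56 of 678 (8.26%). In total 1217 of 18531 genes responded differently, 617 with a higher and 600 with a lower log2fold change on 1 kPa, a share of 50.7% higher. A block for the replicate number gave 1649 genes, 844 higher and 805 lower, 1148 of them among the 1217. With RLE scaling it was 1382 genes and 64.8% higher, so the balance between the directions depends on scaling. The number was 626 without 24 h starved replicate 1, 731 without 24 h control replicate 2, 755 without 24 h starved replicate 2, and 1562 without 1 kPa replicate 2. DESeq2 gave 2327. The largest differences were SERPINB2 with 9.67 and CXCL8 with 5.86 on the side of 1 kPa (adjusted p = 2.5e-05 and 3.8e-04), and FOS with -5.90 on the side of 24 h (adjusted p = 9.8e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).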

Among the upregulated transcripts, 123 autophagy-related genes were predominantly induced following 24 h of serum starvation (Fig. 7A), whereas 68 genes involved in extracellular matrix organization and remodeling were specifically elevated under 1 kPa conditions (Fig. 7B). 

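The paper's autophagy and matrix sets by ontology term were not tested here, and fixed lists stand in for them. Its evidence on autophagy also includes flux, which rose less on 1 kPa than in starved cells and which transcript levels do not measure. No difference between the conditions was measurable for the core autophagy list. In that list 18 of 37 genes were upregulated and 5 downregulated after 24 h, against 5 and 0 of 37 on 1 kPa. Its median log2fold change was 0.22 on 1 kPa and 0.28 after 24 h, and the difference of -0.09 had an adjusted p of 0.49 (camera with Benjamini-Hochberg adjustment). The collagens and laminins rose by a median of 0.50 after 24 h as well, with 18 upregulated and 7 downregulated, but as a list had an adjusted p of 0.10 (camera with Benjamini-Hochberg adjustment), and 0.0016 under fry. The proteases had a median of 0.55 (adjusted p = 0.18, camera with Benjamini-Hochberg adjustment, and 0.019 under fry), with 12 upregulated and 7 downregulated. Because fry does not set a list against other genes, its values here do not show a rise beyond that of other genes. The difference between 1 kPa and 24 h had an adjusted p of 0.31 for collagens and laminins (4 genes higher and 2 lower on 1 kPa) and 0.12 for the proteases (4 higher, camera with Benjamini-Hochberg adjustment). The 11 matrix genes the study names were named as raised against glass-control, not as specific to 1 kPa. Of these 11, 1 responded differently at an adjusted p under 0.01 with edgeR's quasi-likelihood test, and of the 5 ADAMTS genes in Fig. 3C, 1. Sterol biosynthesis differed far more. Its median was -0.37 on 1 kPa and 2.47 after 24 h, a difference of -2.95 (adjusted p = 8.0e-117, camera with Benjamini-Hochberg adjustment), with 18 of 19 genes lower on 1 kPa. It was 1 of 9 lists of the 17 with an adjusted p under 0.05 for a difference, against 5 of 17 with the replicate number as a block. With RLE scaling the median differences of autophagy, collagens and actin genes changed sign, each to 0.01. The paper's hypothesis was that both conditions share a common set of cilia genes and differ in other pathways tied to stiffness or to starvation.

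**Figure D3:**
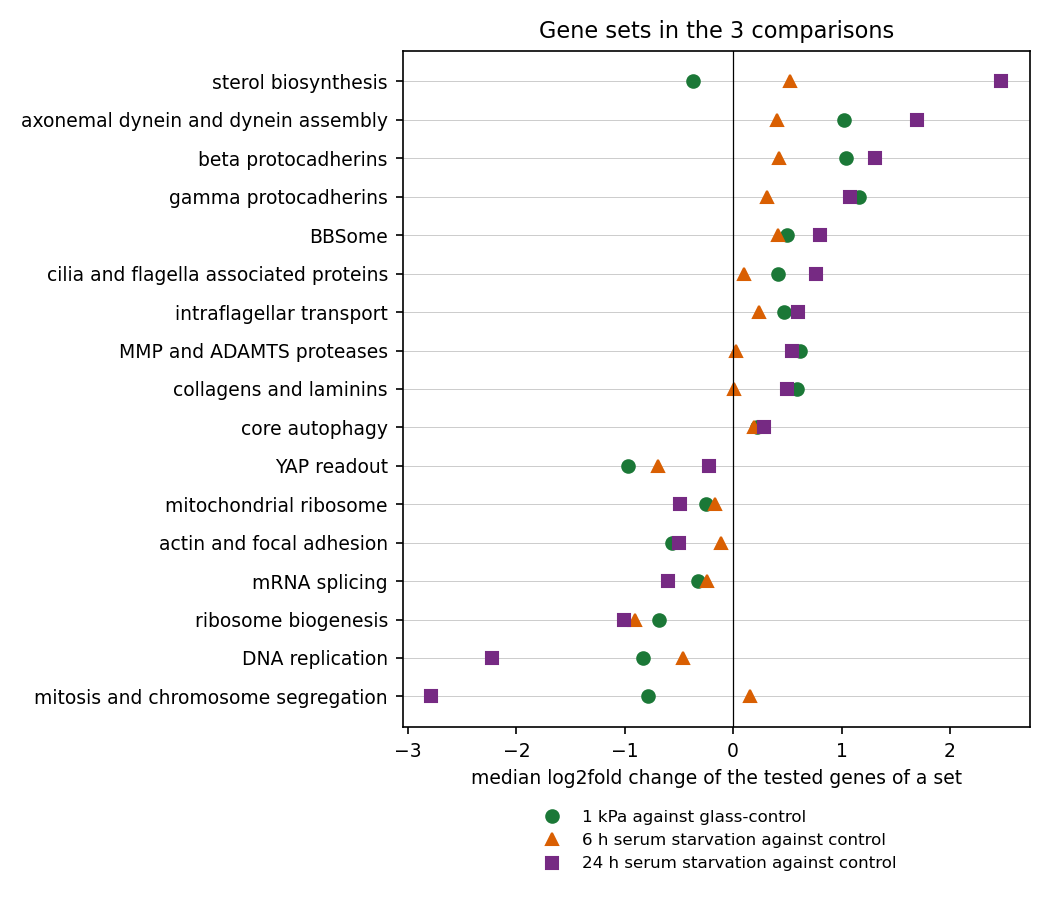
Median log2fold change of 17 gene lists on 1 kPa, after 6 h and after 24 h of serum starvation. Sterol biosynthesis is at -0.37, 0.53 and 2.47, and core autophagy at 0.22, 0.19 and 0.28.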

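Ribosome biogenesis genes fell in both conditions, by a median of 1.01 after 24 h with 42 of 45 downregulated (adjusted p = 2.2e-15, camera with Benjamini-Hochberg adjustment), and the difference to 1 kPa was 0.18 (adjusted p = 0.0097, camera with Benjamini-Hochberg adjustment, and 0.19 under fry). The mitochondrial ribosome list fell by a median of 0.49 after 24 h, with 48 of 74 downregulated (adjusted p = 4.2e-05, camera with Benjamini-Hochberg adjustment), and the splicing list by 0.60, with 35 of 49 downregulated (adjusted p = 1.7e-06, camera with Benjamini-Hochberg adjustment). Both lists also fell on 1 kPa, by a median of 0.25 with 63 of 74 genes below 0 (adjusted p = 5.0e-04) and of 0.33 with 41 of 46 below 0 (adjusted p = 1.1e-05, camera with Benjamini-Hochberg adjustment). Both fell less on 1 kPa than after 24 h. The median differences were 0.10 (adjusted p = 0.044) and 0.14 (adjusted p = 0.049, camera with Benjamini-Hochberg adjustment). With the replicate number as a block the adjusted p was 0.062 and 0.076, and under fry 0.29 and 0.19. The actin and focal adhesion list fell after 24 h too, by a median of 0.50 with 26 of 46 downregulated (adjusted p = 1.7e-04, camera with Benjamini-Hochberg adjustment). Its difference to 1 kPa was -0.09 (adjusted p = 0.24, camera with Benjamini-Hochberg adjustment). For TPM1, SIPA1L3, ROR1, PGM5, PDLIM7, PALLD, MYL9, MYH9, MARCKS, FSCN1, CNN2, CALD1, AFAP1 and ACTA1, the response was more negative on 1 kPa than after 24 h in all 14 cases. These genes were drawn because they fell on 1 kPa and not after 24 h in the same libraries, so that direction is largely fixed by the choice. The median difference was -0.65, and 4 of the 14 passed an adjusted p of 0.01 with edgeR's quasi-likelihood test. Those 4 were CALD1 with -0.96 (standard error 0.17, adjusted p = 0.0021, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), MARCKS with -0.83 (standard error 0.17, adjusted p = 0.0061, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), TPM1 with -1.16 (standard error 0.25, adjusted p = 0.0069, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and CNN2 with -0.79 (standard error 0.18, adjusted p = 0.00975, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On 1 kPa itself 7 of the 14 were downregulated over all genes, 13 adjusted over the list alone, a list chosen on these samples, and 13 with the replicate number as a block. The log2fold changes were -1.45 to -0.55. A fit without 1 kPa replicate 3 called 10, and a fit without glass-control replicate 3 called 1. CALD1 (ENSG00000122786.17, chromosome 7 from 134744252 to 134970729 of GRCh38) fell by 1.06 on 1 kPa (standard error 0.12, adjusted p = 8.7e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and passed in all 6 fits that left out 1 library.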

Genes selectively downregulated after 24 h of serum starvation were enriched in pathways related to RNA biogenesis and translational control (207 hits, Fig. 7C), while 14 genes associated with actin organization showed reduced expression in response to 1 kPa only (Fig. 7D and E).

**Fig. 7:**
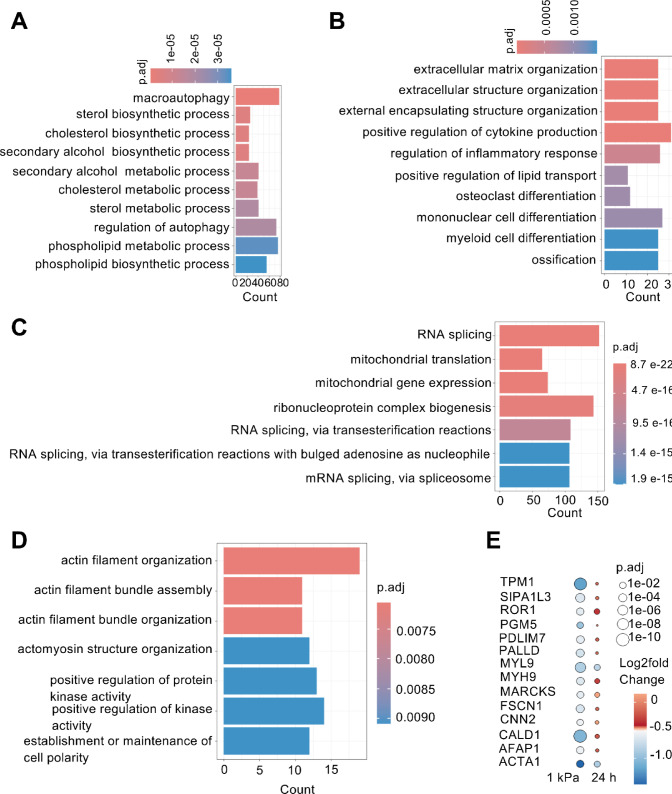
Unique GO terms identified under 1 kPa and 24 h of serum starvation conditions. (**A**, **B**) GO analysis showing biological processes for genes upregulated only after 24 h of serum starvation (**A**) or only under 1 kPa conditions (**B**). (**C**, **D**) GO analysis showing biological processes for genes downregulated only after 24 h of serum starvation (**C**) or only under 1 kPa conditions (**D**). (**E**) Bubble plots showing actin-related genes downregulated under 1 kPa but not after 24 h of serum starvation.

Together, our comparative analysis reveals a common transcriptome signature of cilia- and cell cycle-related genes under both conditions, whereas a stronger representation of autophagy and actin-related components was more specifically associated with serum starvation and soft matrix stiffness, respectively.

### Atg5 is required for ciliary length control but not cilia formation on soft substrates

Autophagy has been shown to be required for ciliogenesis under serum-starved conditions, with deletion of *ATG5* leading to a reduction in both the number of ciliated cells and ciliary length [51]. Although autophagy-related genes were not strongly upregulated in 1 kPa samples, we still observed an increased autophagic flux in comparison to glass (serum-enriched) cells, as estimated using the mCherry-GFP-LC3 reporter (Fig. S10A and S10B). However, this increase in autophagic influx on soft matrices was less compared to the 24 h starved cells on glass (Fig. S10B). These observations led us to ask whether cells cultured on 1 kPa substrates require *ATG5* for ciliogenesis and/or ciliary length control.

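On 1 kPa, 28 of 37 core autophagy genes were above 0, 5 of them upregulated, and the list had an adjusted p of 0.013 (camera with Benjamini-Hochberg adjustment). Under fry it was 0.066, and without 1 kPa replicate 1 it was 0.056. The range over the alternatives was 4.6e-04 to 0.55. ATG5 did not change measurably, with a log2fold change of -0.12 (standard error 0.10, adjusted p = 0.40 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 40.7 ± 2.38 against 44.1 ± 0.66 CPM. Transcript levels do not measure flux.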

To investigate whether *ATG5* is required for cilia formation under both conditions, we depleted *ATG5* using siRNA (Fig. 8A). *ATG5* depletion in serum-starved cells on glass reduced the proportion of ciliated cells (Fig. 8B and C), and cells that were still able to form cilia displayed shorter cilia (Fig. 8D). Surprisingly, both mock-control and si*ATG5*-treated cells were able to ciliate equally well on 1 kPa substrates, with no significant difference between the two conditions (Fig. 8B and C). However, cilia were significantly shorter in the absence of *ATG5* (Fig. 8D). These data indicate that *ATG5* is required for ciliary length control under both cilia-inducing conditions, but becomes indispensable for cilia formation only upon serum starvation. Collectively, these findings suggest that ciliogenesis induced by serum-starved and soft-substrate conditions may be governed by distinct requirements.

**Fig. 8:**
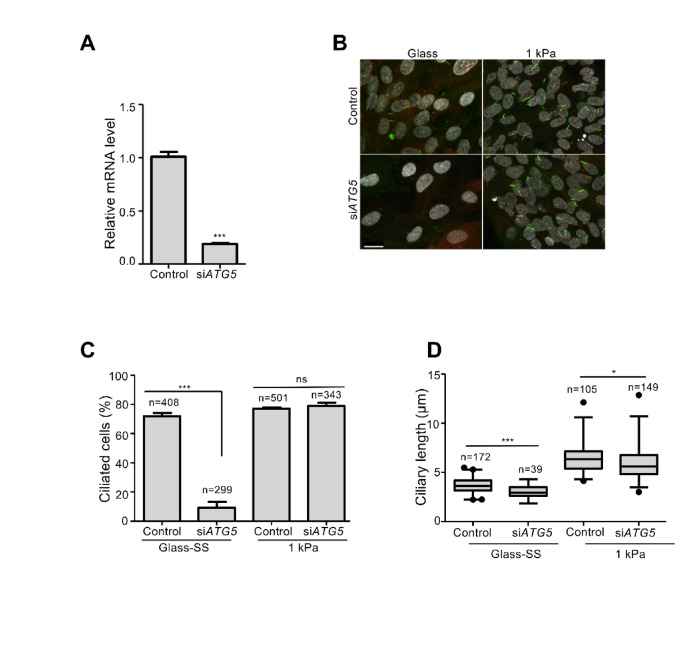
*ATG5* depletion impairs cilia formation in serum-starved cells grown on glass but not in serum-fed cells grown on 1 kPa substrates. (**A**) RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on glass were treated with mock control or si*ATG5* for 48 h followed by serum-starvation for 48 h in the presence of control or si*ATG5*. The relative *ATG5* mRNA levels were determined by real time PCR. (**B**-**D**) Ciliogenesis was analyzed by the direct fluorescence of Arl13b-GFP and *γ-*Tubulin-mRuby2 in control or si*ATG5*-depleted samples serum-starved on glass (Glass-SS) or seeded on 1 kPa gels in the presence of serum. Representative images are shown in (**B**); γ-Tubulin (red), Arl13b (green), DAPI (grey). Scale bar, 10 μm. Percentage of ciliated cells in the respective conditions are shown in (**C**) and ciliary length measurements are shown in (**D**). Data are from two independent experiments. ***, *p* ≤ 0.001, *, *p* ≤ 0.05 and ns, not significant.

## Discussion

The PC is an evolutionary conserved organelle, and its malfunction in humans is directly associated with a range of genetically inherited ciliopathies^1^. In the past decades, the analysis of cilia formation and length control greatly benefited from studies using cells in culture, in which ciliogenesis can be induced by stimuli that promote cell cycle exit, such as serum starvation, high cell confluency, cell confinement or pharmacological treatment^52,44,43,26^. Interestingly, ECM stiffness has been shown to affect PC behavior in chondrocytes^53^, leading us to ask whether similar stiffness-dependent effects occur in other cell types. Using fibronectin–polyacrylamide hydrogels, we now show that varying ECM stiffness influences ciliogenesis in RPE1 cells under serum-free and serum-rich conditions. We demonstrate that soft (1 kPa) but not stiffer (10 or 100 kPa) substrates significantly induce ciliogenesis in human RPE1 cells independent of serum starvation. Across all stiffness conditions, cilia were longer compared to the glass-control, with 1 kPa cilium being the longest. Notably, longer cilia were observed under both serum-rich and serum-free conditions of soft matrix, indicating that ECM mechanics alone can provide sufficient cues for cilia formation and elongation in RPE1 cells. In chondrocytes, longer cilia were observed with hard (50 kPa) but not soft (5 kPa) substrates under serum-starved conditions^53^, indicating a cell type specific response to matrix stiffness that differs from RPE1 cells. Whether serum-fed chondrocytes ciliate in a matrix-dependent manner remains to be investigated.

Our RNA-seq data suggest that soft matrix inhibits cell proliferation, thereby favoring PC formation. Under serum-rich conditions, RPE1 cells cultured on soft hydrogels (1 kPa) exhibited reduced migration and dense colony formation, consistent with the previous work demonstrating weaker focal adhesions compared to cells on stiff substrates^54,55^. Transcriptome profiling confirmed the downregulation of actin regulators (*ACTR2*, *ACTR3*, *CFL2*), focal adhesion components (*VCL*, *TLN2*), and migration genes (*CORO1A/C*), along with the upregulation of cadherins and protocadherins. 

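CORO1C (ENSG00000110880.8, chromosome 12 from 108645109 to 108731526 of GRCh38) had the clearest fall of these genes, with 426 ± 58.3 CPM (SD, n = 3) on 1 kPa and 947 ± 57.7 CPM (SD, n = 3) on glass-control, a log2fold change of -1.15 (standard error 0.13, adjusted p = 0.0011 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and passed in all 6 fits that left out 1 library. CFL2 (ENSG00000165410.12, chromosome 14 from 34709113 to 34714823) fell by 0.48 (standard error 0.12, adjusted p = 0.017, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and CORO1A by 0.88 (adjusted p = 0.015). Both missed 0.01, and with the replicate number as a block the adjusted p was 0.0078 and 0.0045, within 0.0069 to 0.078 and 6.0e-04 to 0.071 over the alternatives. All 3 genes passed when adjusted over the list alone, a list chosen on these samples, and for all of them each 1 kPa library lay below each glass-control library.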

Less migration and high cell adherence likely reinforce contact inhibition. As evidenced by reduced Ki-67 and pRb staining, soft hydrogels also induced cell cycle exit, consistent with the fact that cilia formation occurs in the G1/G0 phase of the cell cycle. Notably, RPE1 *CEP83* knockout cells, which are unable to form cilia, also ceased proliferation under soft conditions, indicating that cell cycle arrest is driven by ECM mechanics independent of any inhibitory effect that cilia may exert on the cell cycle.

In agreement with increased ciliogenesis in RPE1 cells grown on 1 kPa substrates in the presence of serum, we found upregulation of multiple ciliary gene categories, including intraflagellar transport (*IFT57*, *IFT140*, *IFT172*), BBSome components (*BBS2*, *BBS4*, *TTC8*), transition zone proteins (*TCTN2*, *TMEM67*), and vesicle trafficking factors (*RAB17*, *EHD3*). 

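The transition zone gene TCTN2 (ENSG00000168778.9, chromosome 12 from 123671110 to 123708399 of GRCh38) rose by 0.97 (standard error 0.11, adjusted p = 9.4e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 33.9 ± 1.76 CPM (SD, n = 3) on 1 kPa and 17.3 ± 0.862 CPM (SD, n = 3) on glass-control, and passed in 5 of the 6 fits that left out 1 library. Its adjusted p was 0.0101 without glass-control replicate 3. TMEM67 (ENSG00000164953.13, chromosome 8 from 93754844 to 93819234) rose by 0.81 (standard error 0.16, adjusted p = 0.0075, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was 0.039 without glass-control replicate 3. IFT57, BBS2, BBS4 and TTC8 rose by 0.47, 0.70, 0.68 and 0.56, with adjusted p-values of 0.011, 0.0101, 0.013 and 0.017 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and none of the 4 passed 0.01. With the replicate number as a block the values were 0.0085, 0.0016, 0.0041 and 0.0075, and for BBS2 the range over the alternatives was 3.1e-05 to 0.045. Of these 6 genes 2 passed over all genes and 6 adjusted over the list alone, which was chosen on these samples. When 1 kPa replicate 3 was left out, 5 passed, and 0 without glass-control replicate 3, where 6 had an unadjusted p under 0.05.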

Intriguingly, strong transcriptional upregulation of dynein arm and CFAP genes, typically associated with motile cilia, was also observed. Given that dynein-2 (*WDR34*/*WDR60*) is essential for retrograde transport in primary cilia^56^, these findings may suggest broader roles for motility-associated proteins. In addition, two septins, *SEPT4* and *SEPT9*, were also upregulated. While Septin-9 is known to modulate PC organization^57,58^, the role of Septin-4 in ciliogenesis remains unexplored.

Our findings also suggest that ECM stiffness and cilia formation may be coupled through YAP/TAZ mechano-regulation. Inactivation of YAP/TAZ, reflected by its cytoplasmic accumulation, has been shown to facilitate cilia formation in RPE1 cells under high cell confluency conditions^44^. We found that YAP localization remained cytoplasmic in RPE1 cells grown on 1 kPa hydrogels in the presence of serum, consistent with the established mechanical inactivation of YAP/TAZ on soft substrates^59,40,60^. By contrast, under serum-starved conditions on uncoated glass, the YAP nuclear to cytoplasmic ratio was higher than under the 1 kPa condition, but still remained within the previously described non-nuclear/ciliogenic-permissive range^44^. One mechanism by which YAP/TAZ inactivation promotes ciliogenesis is through the downregulation of Aurora kinase A (*AURKA*) and polo-like kinase 1 (*PLK1*), two kinases reported to promote cilia disassembly^44,10^. In agreement with this, our RNA-seq data showed decreased levels of *AURKA* and *PLK1* mRNA in RPE1 cells grown on soft substrates. In addition, we found that YAP/TAZ target genes, including *ANKRD1*, *AMOTL2*, *AXL*, *BCL2*, and *AREG*, were downregulated, further supporting that YAP/TAZ is less active on soft substrates.

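AURKA (ENSG00000087586.15, chromosome 20 from 56369389 to 56392337 of GRCh38) had 67.1 ± 20.2 CPM (SD, n = 3) on 1 kPa and 124 ± 13.8 CPM (SD, n = 3) on glass-control, a log2fold change of -0.88 (standard error 0.20, adjusted p = 0.013 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PLK1 (ENSG00000166851.12, chromosome 16 from 23677656 to 23690367) had 112 ± 38.1 against 202 ± 51.2 CPM, a log2fold change of -0.85 (standard error 0.25, adjusted p = 0.032, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Each 1 kPa library lay below each glass-control library for both genes, but neither passed 0.01 over all genes. Both did when adjusted over the list alone, which was chosen on these samples. DESeq2 gave an adjusted p of 4.5e-04 and 0.0045, and the fit with the replicate number as a block 0.0016 and 0.0011. Over the alternatives the range was 2.3e-08 to 0.056 for AURKA and 9.5e-08 to 0.13 for PLK1. Both passed when 1 kPa replicate 3 was left out, and neither when any other library was.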

We found that not only ciliary number, but also ciliary length increased in RPE1 cells on 1 kPa soft hydrogels in the presence of serum. In addition, these cilia displayed longer distal segments. The altered cytoskeletal organization observed on soft substrates could contribute to this phenotype, as pharmacological depolymerization of actin or microtubules also increased the distal segment ratio^18^. However, because actin and tubulin depolymerization further elongated cilia on soft substrates, cytoskeletal changes alone may not fully explain ciliary lengthening on soft hydrogels. In accordance with our RNA-seq analysis, which revealed increased transcription of transport-related ciliary components, we reasoned that enhanced trafficking to the centrosome contributes to the formation of longer cilia under these conditions. As expected^61^, cilia formation on 1 kPa substrates with serum was IFT88-dependent, in line with intraflagellar transport contributing to cilia assembly on soft matrices. Interestingly, the longer cilia formed on 1 kPa substrates were still competent for SHH signaling, implying that these elongated cilia remain stable and functional.

Transcriptome comparison of soft substrate (serum-fed) with serum-starved RPE1 cells (grown on uncoated glass) highlighted both shared and distinct regulatory programs. Both conditions suppressed cell cycle genes and upregulated ciliary modules associated with PC formation. However, serum starvation uniquely induced autophagy, a process directly related to ciliogenesis^51^, whereas soft substrate specifically downregulated actin filament organization genes and remodeled ECM components. More generally, these broad transcriptomic changes may reflect the overall cellular response to the respective inducing conditions rather than ciliogenesis-specific mechanisms alone. Interestingly, our analysis of *ATG5* suggests that serum starvation- and 1 kPa-induced ciliogenesis may rely on distinct regulatory requirements, as *ATG5* depletion impaired cilia formation upon serum starvation but not on 1 kPa substrates. One possibility is that Atg5-independent autophagy mechanisms may contribute to ciliogenesis on soft substrates^62^. In addition, autophagy has been shown to remove negative regulators of ciliogenesis, including Ofd1, CP110, and Myh9^63,51,64^. However, alternative protein-degradation pathways, such as ubiquitin-dependent proteasomal degradation, are also involved in CP110 removal from basal bodies^65^. These mechanisms may therefore have a greater relative contribution to ciliogenesis on 1 kPa substrates. Together, these observations raise the question of whether and to what extent mechanical and biochemical cues promote ciliogenesis through partially overlapping but mechanistically distinct pathways. Addressing this question in molecular detail will be important in future studies.

Transcriptome analysis revealed upregulation of downstream components of MAP kinase, NF-κB, TGF-β, and SHH signaling pathways in cells grown on soft hydrogels in the presence of serum, representing PC-dependent signaling outputs. Accordingly, we demonstrated that cilia formed on 1 kPa substrates are proficient in activating SHH signaling, further supporting the functionality of cilia formed in RPE1 cells on soft substrates. These results support the concept that ECM mechanics can modulate cilium-dependent signaling outputs, potentially influencing pathways central to development and disease. Interestingly, *GLI1* mRNA levels were elevated under the 1 kPa condition in the absence of SAG, despite the lack of detectable Smo accumulation in primary cilia. 

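After 24 h serum starvation GLI1 (ENSG00000111087.7, chromosome 12 from 57459785 to 57472268 of GRCh38) had 16.5 ± 2.21 CPM (SD, n = 3) after 24 h serum starvation and 5.02 ± 0.755 CPM (SD, n = 3) in the 24 h control. Its log2fold change was 1.71 (standard error 0.14, adjusted p = 3.1e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), between 1.59 and 1.82 in the fits that left out 1 library, and it passed in all 6 of them. DESeq2's Wald test, which gives smaller p-values, had an adjusted p of 1.1e-28, the lowest in a range of 1.1e-28 to 3.4e-05 over the alternatives. The difference between its response on 1 kPa and after 24 h was -0.58 (standard error 0.29, adjusted p = 0.20, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).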

Our RNA-seq data also showed increased *GLI1* mRNA levels in 24 h serum-starved ciliated cells (log2fold change, 1.7 and *p* value, 1.15 E -28), indicating that elevated *GLI1* expression is not unique to the soft matrix condition. It is currently unclear why *GLI1* mRNA levels increase in the absence of robust detectable SHH activation. Because the percentage of ciliated cells increases under both conditions, one possibility is that a low level of ciliary SHH activity remains below the detection limit of our ciliary Smo detection assay. Alternatively, *GLI1* expression may be regulated by non-canonical inputs that act independently of ciliary SHH, as reported in other systems, where pathways such as TGF-β and WNT control *GLI1* mRNA levels^66,67^.

We propose that understanding how ciliogenesis is influenced by ECM stiffness will be highly relevant in both tissue- and disease-related contexts. Our data, indicating that RPE1 cells are more prone to ciliate on soft substrates, suggest that tissue-specific ECM stiffness likely contributes to variability in PC abundance and morphology across organs. In the retina, cilia are critical for tissue maintenance and function, as mutations in cilia-related genes contribute to retinal degeneration^68^. Interestingly, ECM stiffening is a hallmark of age-related macular degeneration^69^, raising the question of whether changes in the ECM might lead to cilia loss even in the absence of ciliary mutations. In this context, modulation of matrix mechanics may represent a therapeutic strategy to influence cilia behavior and prevent disease progression. Given the genetic heterogeneity of ciliopathies^70,71^, targeting ECM stiffness could also provide an alternative to gene-based interventions.

## Materials and methods

### Reagents and antibodies

Ammonium-peroxodisulfate (APS) and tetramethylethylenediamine (TEMED) were purchased from Bio-Rad (Hercules, CA, USA). Vinyl trimethoxysilane 98% was obtained from VWR (Wayne, PA, USA). Polydimethylsiloxane (PDMS, Sylgard 184) was purchased from Dow Corning (Midland, MI, USA). Smoothened agonist, SAG was purchased from TOCRIS. Nocodazole and Cytochalasin D were purchased from Sigma-Aldrich. List of primary antibodies, their providers and dilutions are available in supplementary table S1. Secondary antibodies were goat anti-mouse Alexa flour (AF) 647, goat anti-mouse AF 594 and goat anti-rabbit AF 488 (Thermo-Fisher Scientific) and goat anti mouse STAR635P (Abberior). A dilution of 1:500 was used for all the secondary antibodies. Actin was stained with phalloidin-AF 488 (Thermo-Fischer Scientific and DNA was stained with DAPI (4´,6-diamidino-2-phenylindole) (Sigma-Aldrich).

### Polyacrylamide substrates

Before the polymerization of acrylamide, cover glasses with a diameter of 28 and 20 mm were cleaned using a modified RCA cleaning method^72^. To covalently bind the polyacrylamide gels, the glass coverslips with a diameter of 28 mm were silanized using 5% vinyltrimethoxysilan in toluene. The glass slides with a diameter of 20 mm were hydrophilized under a UV/ozone cleaner. The 1, 10 and 100 kPa polyacrylamide hydrogels were fabricated by dissolving 5%, 10% and 20% w/v acrylamide monomer and 0.030%, 0.100% and 0.375% w/v bis-acrylamide crosslinker, respectively in distilled water. Polymerization of the prepared monomer solutions was initiated by adding TEMED (0.3%, v/v) and APS (1 mol%). A 25 µl portion of the monomer-TEMED-APS solution was deposited on the vinyl-silanized glass and sandwiched with the ozone cleaned cover glass. For polymerization, the glass slides were incubated for 15 min before the ozone cleaned glass slide was removed. To remove TEMED and unreacted monomers, the sample was soaked in a mixed solvent of water/DMSO (1/1, v/v) for 1 day and in distilled water for 2 days. The glass with the resulting polyacrylamide hydrogel was glued to the bottom of a petri dish with a central hole using PDMS.

To functionalize the surface of the hydrogel, Sulfo-SANPAH (Sulfosuccinimidyl 6-(4′-azido-2′-nitrophenylamino) hexanoate was used as a crosslinker^73^. Fibronectin (Sigma-Aldrich) was used at a concentration of 200 µg/ml and incubated for 2 h at room temperature. For control, plain glass coverslips coated with 30 µg/ml fibronectin were used.

### Atomic force microscopy

The elasticity (Young’s modulus) of the polyacrylamide gels was measured using an atomic force microscope (NanoWizard, JPK Instruments, Berlin, Germany) and a colloidal probe cantilever (CP-qp-CONT-BSG-B, NanoAndMore, Wetzlar, Germany) with a diameter of 10 μm and a spring constant of *k* = 0.08 N m^− 1^– 0.15 N m^− 1^^74^.

### Cell culture and treatments

Cells lines used in this study were: telomerase immortalized human retinal pigment epithelial (RPE1) cells (ATCC, CRL-4000), RPE1 *CEP83* KO (lab´s stock) and RPE1 cells stably expressing Tet3G or Tet3G *ARL13B-GFP* and *γ-TUBULIN-mRuby2*^18^. RPE1 cells stably expressing mCherry-GFP-LC3 were a kind gift of Jon Lane (University of Bristol, UK)^75^. Cells were cultured in Dulbecco´s Modified Eagle Medium F12 (DMEM F12, Sigma-Aldrich) supplemented with 10% fetal bovine serum (FBS, Sigma-Aldrich), 2 mM L-glutamine (Thermo-Fisher Scientific) and 0.348% sodium bicarbonate (Sigma Aldrich). All cells were cultured at 37 °C and 5% CO_2_.

For drug treatment, cells were seeded at 1 × 10^5^ cells/ml on polyacrylamide-fibronectin samples or glass-control (fibronectin coated glass). After 24 h of seeding, the medium was exchanged to serum-free medium (serum starvation) and cells were incubated for 24 h. Cells were treated with cytochalasin D (CytoD: 200 nM) and Nocodazole (Noco: 100 nM) for 3 h prior to inspection.

For SHH activation on soft matrix and glass-control (fibronectin coated glass), cells were cultured in the presence of serum. After 24 h of seeding, Smoothened (Smo) agonist, SAG (200 nM) was added for 24 h under serum-rich conditions. To analyze Smo accumulation in the cilium under serum deprived condition, cells cultured on glass were serum starved for 24 h then 200 nM of SAG was added for 24 h while keeping the cells under serum-free conditions.

For pRb staining, RPE1-Tet3G cells were used. To assess the influence of cilia on the proliferation potential of soft substrate cells, RPE1-Tet3G wild type and RPE1-Tet3G *CEP83* KO cells were kept in serum-rich media for 4 days before inspection. To visualize actin filaments on hydrogels and glass-control, RPE1 cells cultured under nutrient rich conditions were stained with phalloidin-AF 488 (Thermo-Fischer scientific) according to the manufacturer´s protocol. Similarly, to visualize actin filaments on serum-starved cells, cells cultured on glass under serum-free conditions (48 h) were stained with phalloidin-AF 488 according to the manufacturer´s guidelines.

### siRNA depletion experiments

To deplete *IFT88 or ATG5*, RPE1 *ARL13B-GFP γ-Tubulin mRuby2* cells were cultured (1.5 × 10^5^ cells/ml) on glass-control or 1 kPa sample in serum-rich conditions and treated with human si*IFT88* (20 nM), si*ATG5* (50 nM) or non-targeting siRNA control for 48 h using Opti-MEM (1X) + GlutaMax (Gibco) and lipofectamine RNAimax (Thermo Fischer Scientific). The siRNA-sequences are provided in supplementary table S2.

### Immunofluorescence microscopy

For all the hydrogel experiments, cells were seeded (1 × 10^5^ cells/ml) on fibronectin-coated hydrogels and fibronectin-coated glass coverslips (control). For the immunofluorescence experiments on uncoated glass (referred as glass in the text), cells (30,000/ml) were seeded in 24 well plate. In serum starvation experiments, the medium was exchanged to serum-free medium 24 h after seeding and cells were serum starved for the indicated time period. Cells were fixed with 3% PFA at room temperature for 20 min, quenched with 30 mM glycine (pH 7.5) for 5 min at room temperature (RT) and permeabilized with 0.1% Triton X-100/PBS for 5 min at RT. Samples were stained with the indicated primary and secondary antibodies and DAPI (final concentration of 1 µg/ml). RPE1 mCherry-GFP-LC3 reporter cells were fixed and analyzed by direct fluorescence. Images were acquired as Z-stacks using Plan Apo IR 60x NA 1.27 water immersion objective of laser scanning Nikon confocal (A1r) microscope, equipped with Nikon NIS element acquisition software.

The YAP nuclear to cytoplasmic ratio was quantified by measuring the mean fluorescence intensity of YAP within 5 × 5 pixel areas inside and outside the nucleus (identified by DAPI staining) using maximum-projection images in ImageJ.

### RNA isolation

For bulk RNA-seq analysis, RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells were seeded (1 × 10^5^ cells/ml) on 1 kPa hydrogel-fibronectin samples (35 mm dishes) and glass- control (35 mm dishes coated with fibronectin only) under normal growth/serum-rich conditions. For the RNA-seq of serum-starved cells, uncoated dishes were used, and cells were starved for 6 h and 24 h, whereas 0 h (cycling control) samples were used as their respective controls. For the isolation of RNA, cells were lysed and mRNA isolation was carried out using NucleoSpin^®^ RNA Plus (Macherey-Nagel) kit according to the manufacturer’s protocol.

### Bulk RNA-seq analysis

Paired end RNA sequencing was carried out for 1 kPa (serum-fed) and 24 h serum-starved samples, whereas, single-end sequencing was performed for 6 h serum-starved samples with their respective controls at NGS core facility of the German Cancer Research Centre (DKFZ), Heidelberg, Germany. The quality of the raw data was investigated using FastQC^76^. The adapters were removed with Trimmomatic 0.39^77^. Finally, the reads were mapped with STAR^78^ against the human genome hg38 with an annotation file from GENCODE version 21. The obtained BAM files were sorted using a SAMtools^79^ and counted by the QoRTs^80^.

Principal component analysis, dispersion plot and MA plots were plotted in R. Differential expression analysis was performed using DESeq2 R package under standard conditions^81^. The *p value* and log2fold change were set at < 0.01 and > 0.25 for upregulated genes and < 0.01 and < 0 for downregulated genes respectively. Heatmaps were plotted in R using pheatmap package. Gene ontology (GO) analyses (org.Hs.eg.db) for biological processes (BP), cellular component (CC) and molecular function (MF) were done in R. Stringdb (version:12.0) was used to annotate the selected GO terms.

### cDNA synthesis and real time (RT) PCR

For cDNA synthesis, 1 µg of RNA was reverse transcribed using SensiFAST™ cDNA Synthesis Kit (Bioline) according to the manufacturer’s protocol. Then, 100 ng of cDNA was amplified by real time PCR using SensiFAST™ SYBR Lo-ROX Kit (Bioline). Primer sequences are indicated in supplementary table S3. GAPDH was used as a normalization control in the analysis and fold change was calculated using the ∆∆CT method^82^.

### Statistical analysis and image processing

Statistical analysis was done in graphpad prism and *p value*s were calculated using two tailed Mann Whitney test. *p* < 0.05 was considered significant. All the bar charts represent mean ± standard error of mean (SEM). For all the percentage bar charts, percentages from the individual images were plotted to make the graph. The box of the box and whisker plots represents first quartile, median and third quartile, whereas; whiskers represent 2.5th and 97.5th percentiles and outliers are defined by circles. Nuclear area, nuclear perimeter and ciliary lengths were measured manually in Fiji ImageJ^83^ from the maximum intensity projection images. To measure nuclear volume, Z-stack images were considered and volume measurements were done in ImageJ using 3D objects counter tool. For the analysis of autophagic flux, a custom macro in FIJI was used to quantify the number of red and yellow (GFP^+^ mCherry^+^) dots. The pipeline segmented green and red dots by thresholding with the Yen algorithm. The binary images were later processed with Despeckle and Watershed for puncta detection. The specific regions of interest were then overlapped and quantified.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

## Data Availability

The RNA-seq datasets generated in the current study have been deposited in the GEO repository under the accession code (GSE336907) (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE336907). Additional data are available as supplementary source data accompanying this manuscript or from the corresponding author upon request.

# Supplementary material for: Soft matrix promotes ciliogenesis in human retinal pigment epithelial cells
**Source:** Sci Rep. 2026 Jul 13;16:21859. doi: 10.1038/s41598-026-61461-2
**Supplement:** Supplementary file 1 — Supplementary Material 1

**Supplementary Table 1. Antibodies used in this study.**

| **Primary antibodies** | **Species** | **Dilution** | **Providers** |
| --- | --- | --- | --- |
| YAP (anti-YAP 63.7) | mouse | 1:100 | Santa Cruz, sc-101199 |
| Human Ki-67 | mouse | 1:500 | BD Bioscience # 550609 |
| Smoothened (Smo) | mouse | 1:100 | Santa Cruz, sc-166685 |
| Polyglutamylated Tubulin (GT335) | mouse | 1:1000 | Adipogen, AG-20B-0020 |
| Phospho retinoblastoma (pRb) | rabbit | 1:200 | Cell signaling #8516 |
| α-Tubulin | mouse | 1:1000 | Sigma (TAT-1), AB_10013740 |
| Arl13b | rabbit | 1:500 | Acris # 17711-1-AP |

**Supplementary Table 2. siRNA used in this study.**

| **Gene** | **Company** | **siRNA-sequence (5´-3´)** |
| --- | --- | --- |
| Non-targeting control (smart pool) | Dharmacon | UGGUUUACAUGUCGACUAA  UGGUUUACAUGUUGUGUGA  UGGUUUACAUGUUUUCUGA  UGGUUUACAUGUUUUCCUA |
| Human IFT88 | Ambion | ACUAAGUGCCAGACUCAUUTT |
| Human ATG5 (smart pool) | Dharmacon | GAUAUAGGGCAUAGGAUUA  AGAUAAAGUUGGUCAAAGA  GGAUAUAGGGCAUAGGAUU  CCAACAGAUUGAAGGAUCA |

| **Gene** | **Forward primer (5´-3´)** | **Reverse primer (5´-3´)** |
| --- | --- | --- |
| DNAH7 | TGACCCCAGCACCAGAAATC | CCTGCTGAACGAGACTGTGT |
| DNAAF11 | CAGCTTGTCCTTCCTGCAGA | GTTCTCTGCTCCTGTCCGAG |
| CFAP69 | TGTCATGCCAGGGAAATGCT | ACTGTAACGCATCTGGGCAA |
| TTC29 | TGGGAAGAAAGAAGCCGAGG | CATATCCGCCCCTGTGTCAA |
| IFT140 | AGTCAAAGGTCTTCTGGCCG | GCGTGATGTTTCCTTGGAGC |
| IFT70A | CCCTGATCACTTGCCAGACA | ACTTGCTTGGTGAGTCTCCG |
| SEPT4 | TGGGGATGCAGTCAACAACA | TTTCGGTTCAGGCCACTCTC |
| ANKRD1 | TCAGAGCCTTCCCACCCATA | ACATGCCTTCCCTTGCTTCA |
| ADAMTS14 | AGTACCAGGTCTGCAACAGC | GTCATCGTCAGGCTCGTAGG |
| PCDHGB7 | CGGTAGAGTGCACTTTCTCCA | AGCGTGGGGTAGAACAAAGG |
| PCDHGC5 | GCTGTGCATGTTGTCCTTGT | TCCTGAGCAACATTCCCCAC |
| GLI1 | GATGACCCCACCACCAATCAGTAG | AGACAGTCCTTCTGTCCCCACA |
| ATG5 | TCATCCCACAGCCAACAGAT | GCCTCCACCAAACCTGATTG |
| GAPDH | GATTTGGTCGTATTGGGCGC | TTCCCGTTCTCAGCCTTGAC |

**Supplementary Table 3. Primers used in this study.**

# Supplementary material for: Soft matrix promotes ciliogenesis in human retinal pigment epithelial cells
**Source:** Sci Rep. 2026 Jul 13;16:21859. doi: 10.1038/s41598-026-61461-2
**Supplement:** Supplementary file 3 — Supplementary Material 3

**Supplementary Figure Legends**

**Figure S1. Soft substrate increases PC length in RPE1 cells upon serum depletion.**

**(A)** Elasticity measurement of polyacrylamide hydrogels by AFM nanoindentation. Three different compositions with varying amounts of acrylamide monomer (AAm) and bis-acrylamide (bis-AAm) crosslinker were subjected to analysis. Measurements were carried out in PBS at room temperature. For each hydrogel substrate, at least 31 force curves were quantified. **(B-C)** RPE1 ARL13B-GFP γ-TUBULIN-mRuby2 cells were cultured on 1 kPa or glass-control conditions and serum starved for 24 h before inspection. The percentage of ciliated cells (B) and the length of cilia (C) are shown. Data are from two independent biological replicates. **(D)** RPE1 wild type (WT) cells were cultured on 1 kPa and glass-control in the presence of serum. After 24 h of seeding, cells were serum starved for 48 h followed by staining with Arl13b antibodies (ciliary membrane marker) and DAPI before inspection. Representative images of primary cilium (left) and ciliary length graphs (right) are shown. Data are from two replicates. Scale bar, 2 μm. (E) RPE1 wild type (WT) cells cultured on 1 kPa and glass-control in the presence of serum for 24 h were stained for Arl13b and DAPI. Representative images (left) and ciliary length graphs (right) are shown. Data are from two replicates. Scale bar, 8 μm. The number of samples (n) is indicated on the graphs. Statistical analysis according to two tailed Mann Whitney test: ***, *p* ≤ 0.001; ns, non-significant.

**Figure S2. Effects of soft substrates on nuclei morphology and cytoskeleton.**

**(A)** Representative images of RPE1WT cells cultured on glass, 1 kPa and 100 kPa matrices in serum-rich medium for 24 h, stained for actin with Phalloidin AF 488. Scale bar, 25μm **(B)** Representative images of RPE1WT cells cultured on glass, 1 kPa and 100 kPa matrices in serum-rich medium for 24 h, stained for tubulin with TAT-1 antibodies. Scale bar, 25μm. (C) RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on 1 kPa and glass-control were serum starved for 48 h. DAPI staining was used to mark the nuclei. Z-stack images were obtained, and nuclear volume was measured in ImageJ. Data are from two independent experiments. The total number of nuclei considered for the analysis are mentioned as ´n` on the graph for each condition. Statistical analysis was performed using two tailed Mann Whitney test. ***, *p* ≤ 0.001. (D) RPE1 wild type (WT) cells cultured on glass and serum starved for 48 h were stained with Phalloidin AF 488 according to the manufacturer´s protocol. Nuclei were marked with DAPI staining. Representative images are shown. Scale bar, 20 μm.

**Figure S3. Soft matrix transcriptome illustrates reduced expression of cell cycle regulators.**

Gene ontology term for downregulated genes on 1 kPa (from Fig. 2E), associated with biological processes related to the regulation of cell cycle phase transitions.

**Figure S4. GO enrichment analysis based on molecular function and cellular component for downregulated genes on 1 kPa.**

**(A-B)** GO analysis showing the top categories for downregulated genes on 1 kPa relative to glass-control, sorted based on *p* < 0.01 and log2fold change < 0. GO terms related to molecular function are shown in (A), whereas GO terms representing cellular components are shown in (B).

**Figure S5. Effect of soft matrix (1 kPa) on cell cycle progression.**

**(A)** RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells were cultured under serum-rich conditions and stained for the proliferation marker Ki-67. Representative Ki-67 staining (red) for glass-control, 1 kPa and 100 kPa conditions is shown. Scale bar, 25 μm. **(B)** RPE1-Tet3G cells grown in the presence of serum were stained for phosphorylated Rb (pRb). Representative pRb staining for glass-control, 1 kPa and 100 kPa conditions is shown in red. Scale bar, 25 μm. (C) RPE1 wild type (WT) cells cultured on uncoated glass in the presence and absence of serum (48 h SS) were stained with a proliferation marker, pRb and a nuclear marker, DAPI before inspection. The percentage of pRb negative nuclei are mentioned on the right for both conditions. Scale bar, 20 μm. **(D)** RPE1 wild type (WT) and RPE1 *CEP83* knockout (KO) cells were cultured on glass-control and 1 kPa matrix in serum-rich conditions for 4 days before fixation and staining for Ki-67 (shown in red). Scale bar, 15 μm. **(E)** Percentage of ciliated cells from (D) was determined based on antibody staining of Arl13b (ciliary membrane marker) and γ-Tubulin (basal body marker) in RPE1 wild type (WT) and RPE1 *CEP83* knockout (KO) cells.

DNA was stained with DAPI. Data shown in (A-B) are from three independent biological replicates, whereas data shown in (D-E) are from two independent biological replicates. Sample numbers (n) are indicated on the graph. Statistical analysis according to two tailed Mann Whitney test: ***, *p* ≤ 0.001.

**Figure S6. Effect of soft matrix (1 kPa) on axoneme, BBSome, cilia motility and ECM genes.**

**(A)** GO term for upregulated genes on 1 kPa (from Fig. 2K), associated with biological processes related to cilium assembly and cilium organization. **(B)** RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on 1 kPa matrix in serum-rich medium were treated with 20 nM of non-targeting siRNA (control, Cntrl kd) or IFT88 siRNA (*IFT88* kd) for 48 h. The graph indicates the percentage of ciliated cells determined by direct fluorescence analysis, with Arl13b-GFP as a ciliary membrane marker and γ-Tubulin-mRuby2 as a basal body marker. Sample numbers (n) are indicated on the graph. Data are from two independent biological replicates. **(C)** Gene ontology term for upregulated genes on 1 kPa (from Fig. 2K), associated with biological processes related to extracellular matrix organization.

**Figure S7. Effect of soft matrix (1 kPa) on adhesion- and actin-associated genes.**

**(A)** GO term for upregulated genes on 1 kPa (from Fig. 2K), associated with biological processes related to homophilic cell adhesion via plasma membrane adhesion molecules. **(B)** GO term for downregulated genes on 1 kPa (from Fig. S4B), associated with cellular components related to actin filament bundle formation.

**Figure S8. YAP localization and Smo cilia accumulation upon serum deprivation.**

**(A)** RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on glass and serum-starved for 24 h were treated with either 200 nM of SAG (Smothened agonist, + SAG) or water (control, - SAG) for 24 h while keeping the cells under serum-deprived conditions. Cilium was visualized by direct fluorescence microscopy, whereas Smoothened (Smo) entry into the cilium was visualized by immunostaining with Smo antibodies. Representative images are shown. Scale bar, 2.5µm. **(B)** RPE1 *ARL13B-GFP γ-TUBULIN-mRuby2* cells cultured on uncoated glass were serum deprived for 48 h and stained with DAPI and YAP antibody before inspection. Representative images (left) and nuclear/cytoplasmic ratio (right) are shown. Data are from three independent experiments. Sample number `n` is shown on the graph. Scale bar, 20 μm.

**Figure S9. Quality assessment of transcriptomic data for 6 h and 24 h of serum starvation. (A-D)** Bulk RNA-seq was performed on RPE1 cells cultured on glass and serum starved for 6 h (A-B) or 24 h (C-D). PCA plots (A and C) and MA plots of normalized counts and log fold change (B and D) are shown. **(E)** Dispersion plot analysis of transcriptome data for the 24 h serum-starved condition. **(F)** Heatmap of 11,354 differentially expressed genes (*p* < 0.05) for the 24 h serum-starved condition.

**Figure S10. Comparison of autophagy under starvation conditions and soft matrix conditions.**

**(A)** Representative images of RPE1 mCherry-GFP-LC3 cultured on glass in the presence of serum or serum-starved for 24 h (SS) or grown on 1 kPa for 24 h in the presence of serum. Individual channels and merged images are shown. DNA was stained with DAPI. Scale bar, 2 µm. **(B)** Ratio of red/yellow dots per cell are shown for respective conditions. Data are from two independent experiments. Statistical significance is calculated using Mann Whitney test: ***, *p* ≤ 0.001; **, *p* ≤ 0.01; *, *p* ≤ 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

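The deposited files hold counts per gene. The authors trimmed reads with Trimmomatic 0.39, aligned them with STAR to hg38 with GENCODE 21 and, by their methods, counted them with QoRTs, and no normalization was applied before the counts were deposited. The headers of the 6 h files have the form of featureCounts tables, with Entrez gene identifiers, while the files of the soft substrate and of 24 h have versioned Ensembl identifiers.

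The 18 libraries form 3 experiments of 3 libraries per condition, 1 kPa against glass-control, 6 h serum starvation against its control and 24 h serum starvation against its control. Technical lines that are not genes made up 15.8 to 18.1% of the totals of the Ensembl files and were left out. Of the identifiers, 93.3% of 60155 Ensembl genes and 92.2% of 25702 Entrez genes were matched to a symbol. Coordinates are those of GENCODE 44 on GRCh38. The paper used GENCODE 21 on the same build, so gene ends can differ between the releases. Old symbols were replaced by current ones.

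Each experiment was tested in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 after filterByExpr (minimum count 10, minimum total count 15) and TMM scaling, with Benjamini-Hochberg adjustment over the tested genes. The paper names DESeq2 under standard conditions. DESeq2 1.42.0 was run as an alternative, with its own size factors and independent filtering. Genes were called with the paper's thresholds on the adjusted p. Differences between experiments were tested as an interaction in 12 libraries.

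Gene lists were tested with camera in limma 3.58.1, with a correlation of 0.01 between genes. The 51 tests of 17 lists in 3 experiments were adjusted together, and the 34 tests of differences were adjusted together. For the closing section 5 further lists were added after the data had been seen, and their 15 tests were adjusted together. Tables and figures were made with Python 3.11, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

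The alternatives were DESeq2, RLE scaling, no filter on low counts, a mean count of at least 50, the unadjusted p, a log2fold change of 1, a symmetric threshold of -0.25 for downregulated genes, the replicate number as a block, every library left out in turn, fry and an estimated correlation for lists, log2 CPM values and all genes for principal components, and matching by symbol for shared genes. DESeq2 with an unadjusted p and the alternatives for differences of lists were added after the results were seen.

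Same-numbered libraries of the soft substrate deviated from their group means together, with correlations of 0.539, 0.255 and 0.125 over 12412 genes, each above the limit of 0.1 for treating a number as a pair, while libraries with different numbers gave -0.651 to 0.471. This pairing comes from the correlations alone, since the paper and the sample labels state none. The fit without a block was planned as the primary fit and the fit with the block as an alternative.

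A gene was named one by one where the paper names it or a figure labels it, where it belongs to a list described, or where it is among the 5 largest rises or falls of a comparison or interaction at an adjusted p under 0.01, with a mean of at least 1 CPM and no overlap between treated and control libraries. The fits were also run on counts simulated from these libraries with 200 changed genes, and with labels exchanged between conditions. For interactions, 50 labelings were drawn from those that follow the treatment in neither experiment.

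Images, RT-PCR, sequences of the reads and gene ontology databases were not analysed here, so the paper's numbers of genes per ontology term were not used here. The counting strand is not stated in the paper's text. Some results on single genes and lists are not reported here.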

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

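The tests of a difference of gene lists between experiments, the tests with RLE scaling, those of the immediate-early genes and the 24 h test of SREBP2 targets were chosen only after the result was seen. The other tests of added lists were chosen after the pattern they explain but before their own result.

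The responses at 6 h and 24 h differed for 3087 of 14392 genes. With labels exchanged, 1 of 50 labelings gave as many calls, the real one itself. The others leave the treatment in the spread within groups and called 0 genes each for that reason, so they do not test chance. In counts simulated from these libraries the same test called 2 unchanged genes. Those counts were drawn gene by gene with the fitted spread, so they cannot hold a batch or correlated genes and do not exclude chance. Sterol biosynthesis differed with an adjusted p of 0.0014 even with a correlation estimated from the libraries (camera with Benjamini-Hochberg adjustment). That argues against chance for this list, the only 1 of 17 to pass, and leaves it open for the other genes. The number was 3039 after thinning every library to the smallest depth and 3121 after a correction for exon length, against 3087 of the same genes without it. Among genes with like levels in both controls 23.4% differed, against 21.4% of all. These values argue against depth, gene length and the levels in the controls as the whole cause. Library layout and annotation change together with time, and 0 time points have libraries of both layouts, so library layout and annotation cannot be told apart from time. Whether cells of the same line and batch were used at both times was not tested, and TUBG1 was at 132.6 CPM in the 6 h control and 679 CPM in the 24 h control.

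Mitosis genes differed between 24 h and 6 h by a median of -2.97 (adjusted p = 1.2e-58) and DNA replication genes by -1.7 (adjusted p = 7.5e-27, camera with Benjamini-Hochberg adjustment). The mitosis difference was -2.97 after thinning, -2.96 after the correction for length and -2.93 with RLE scaling, which argues against depth, length and scaling. With a correlation estimated from the libraries the adjusted p was 0.060 and 0.21, within ranges over all alternatives of 6.0e-93 to 0.060 and 1.5e-41 to 0.21. One candidate explanation is that cells past the G1/S transition when serum was withdrawn went on to divide, while new cells did not enter the cycle. G1/S genes were lower at 6 h, with a median of -1.55 and 11 of 12 below 0 (adjusted p = 1.9e-11, camera with Benjamini-Hochberg adjustment), which is consistent with it, but not below 0.05 with an estimated correlation (adjusted p = 0.26). The response of TOP2A at 24 h differed from that at 6 h by -3.73 (adjusted p = 2.6e-06) (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

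Sterol biosynthesis differed by 1.67 between 24 h and 6 h (adjusted p = 8.9e-33, camera with Benjamini-Hochberg adjustment) and had a median log2fold change of -0.37 on 1 kPa (adjusted p = 0.0036, camera with Benjamini-Hochberg adjustment, and 0.057 without 1 kPa replicate 3), a list the paper does not discuss. The difference between 1 kPa and 24 h, -2.95 with TMM scaling, was -2.93 after thinning, -2.87 with the length correction and -2.85 with RLE scaling. Starved cells may lack the sterols that serum carries and respond through SREBP2, whose targets outside the list rose at 24 h in 6 of 6 cases (adjusted p = 1.0e-11, camera with Benjamini-Hochberg adjustment). On 1 kPa 3 targets rose and 3 fell (adjusted p = 0.086, camera with Benjamini-Hochberg adjustment, and 0.013 with fry), 0 upregulated and 2 downregulated, so for that fall SREBP2 remains open.

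The YAP readout was higher at 24 h than at 6 h by 0.50 (adjusted p = 8.9e-08, camera with Benjamini-Hochberg adjustment; range over the alternatives 1.0e-09 to 0.23). It was 0.50 after thinning, 0.50 with the length correction and 0.53 with RLE scaling. No biological explanation was tested for it.

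Cilia lists were higher at 24 h than at 6 h, dynein genes by 0.89 (adjusted p = 0.0037), intraflagellar transport by 0.44 (adjusted p = 0.0091), CFAP genes by 0.67 (adjusted p = 0.024) and the BBSome by 0.53 (adjusted p = 0.0495, camera with Benjamini-Hochberg adjustment). Gamma protocadherins were higher by 0.71 (adjusted p = 0.015) and beta protocadherins by 0.86 (adjusted p = 0.042). Actin genes differed by -0.36 (adjusted p = 0.0086), splicing by -0.33 (adjusted p = 0.024) and the mitochondrial ribosome by -0.26 (adjusted p = 0.013). Leaving out 1 library gave the BBSome 0.090 without 6 h serum starvation replicate 3, the beta protocadherins 0.14 without 6 h control replicate 1, splicing 0.078 without 6 h control replicate 3 and the mitochondrial ribosome 0.055 without 6 h serum starvation replicate 3. No explanation was tested for these lists one by one.

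Immediate-early genes, which the paper does not discuss, rose at 24 h by a median of 2.19 with 15 of 16 above 0 (adjusted p = 0.0021), and on 1 kPa by 1.19 with 13 of 16 above 0 (adjusted p = 5.5e-05, camera with Benjamini-Hochberg adjustment). With an estimated correlation the adjusted p was 0.38 and 0.26. The difference between 24 h and 6 h was 7.72 (adjusted p = 5.3e-05) for EGR1, 7.48 (adjusted p = 2.3e-04) for FOS and 5.70 (adjusted p = 0.0011) for FOSB (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Stress during handling is one possible explanation, but heat shock genes were lower at 24 h, with a median of -0.67 (adjusted p = 0.0060, camera with Benjamini-Hochberg adjustment), 0 upregulated and 7 downregulated, which argues against a stress that induces them. The adjusted p was 0.0011 with fry and 0.26 with an estimated correlation. Growth factor signaling through MAPK is another, and MAPK feedback genes gave an adjusted p of 0.11 at 24 h (camera with Benjamini-Hochberg adjustment), 0.0011 with fry and 0.26 with an estimated correlation, with 7 upregulated and 3 downregulated, which leaves it open.

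Of single genes, the difference between 24 h and 6 h was 7.70 (adjusted p = 8.7e-06) for PDGFB, 4.71 (adjusted p = 2.6e-04) for STRA6, -5.45 (adjusted p = 1.0e-06) for DHRS9, -4.82 (adjusted p = 3.9e-06) for NOTCH3, -4.56 (adjusted p = 0.0018) for ABCC9 and -3.78 (adjusted p = 0.0092) for NGFR (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). No explanation was tested for them.

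On 1 kPa, 1217 of 18531 genes responded otherwise than after 24 h. Thinning gave 1156 and the length correction 1334, against 1209 of the same genes without it. Among genes with like control levels it was 7.44%, against 6.57% of all. With labels exchanged, 1 of 50 labelings, the real one, gave as many calls, which again does not test chance. The same test called 0 unchanged genes in simulated counts, which again were drawn gene by gene and do not exclude chance. Sterol biosynthesis differed with an adjusted p of 2.3e-04 with an estimated correlation (camera with Benjamini-Hochberg adjustment). That argues against chance for this list, the only 1 of 17 to pass, and leaves it open for the other genes.

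1 kPa replicate 3 lay closer to glass-control than the other 1 kPa libraries. Its first component was 9.37 after thinning and 9.56 before, so a depth difference does not account for it. A mixture with cells in the state of the glass-control could do so, because such a mixture scales all changes alike. The median share of the change seen in the other 1 kPa libraries was 44.6% (interquartile range 31.4 to 61.1) in 1213 upregulated genes and 63.6% (47.8 to 78.9) in 939 downregulated genes, a ratio of 1.43. It is under the limit of 1.5 set for a mixture. In replicate 1 the shares were 109 and 102% and in replicate 2 123 and 112%, which lie closer together, so the shares of replicate 3 speak against an even scaling of all changes, while its quartiles overlap. A mixture therefore remains open, and so does a weaker response of all cells in that library.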

How the results depend on the processing

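DESeq2 with an unadjusted p and the alternatives for the tests of a difference of lists were chosen only after the result was seen. The cause was not tested where a value moved, except that fewer libraries or genes enter some of the fits by construction.

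Soft substrate. The 1191 upregulated and 830 downregulated genes on 1 kPa became 2202 and 1823 with DESeq2, 2708 and 1911 without a filter on low counts, 2491 and 2097 with the unadjusted p, and 2894 and 2409 with DESeq2 and an unadjusted p. A log2fold change of 1 left 390 downregulated genes. Leaving out 1 library gave 140 (without glass-control replicate 3) to 2055 (without 1 kPa replicate 3) upregulated and 100 (without glass-control replicate 3) to 1989 (without 1 kPa replicate 3) downregulated genes, and from 5359 genes at an adjusted p under 0.05 it gave 2358 (without glass-control replicate 3) to 6850 (without 1 kPa replicate 3). RLE scaling, a mean count of at least 50 and the symmetric threshold moved none of these by a ratio above 1.5.

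Replicate block. For the soft substrate the replicate number as a block gave 2085 upregulated and 1736 downregulated genes, 1665 and 1458 shared with 24 h, and 5 lists, not 9, with a different response on 1 kPa and after 24 h. Over all experiments, 71 of 375 results on single genes became stronger and 8 weaker, and of 85 results on lists 2 and 7. On 1 kPa it took the adjusted p of CEP83 from 0.016 to 0.0071 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the pathway genes in Fig. 4A it called 7 of 7 TGF-β, 6 of 7 Wnt, 5 of 5 Notch, 3 of 4 JAK STAT and 3 of 3 NF-kB genes, against 5, 3, 1, 2 and 1 without it. After thinning, the blocked fit called 3709 genes and not 3821, and with a correction for length 3983 and not 3760 of the genes with a length. The 3 other ways of exchanging labels within pairs each called 0 genes with the block. Such exchanges leave the treatment in the spread within groups, so they do not test chance. At 6 h and 24 h the correlations of same-numbered libraries were -0.0951, 0.103 and -0.137, and -0.108, 0.0827 and 0.223, not all above 0.1, so those libraries share only a number. The block gave 1649 genes with a different response on 1 kPa and after 24 h, 844 higher and 805 lower on 1 kPa and 1148 of them among the 1217 without it. For serum starvation it gave 889 and 1195 genes at 6 h, 4590 and 4635 at 24 h and 2545 with a different response at 6 h and 24 h.

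Serum starvation. At 6 h the 1275 upregulated and 1687 downregulated genes became 1961 upregulated with the unadjusted p, 654 and 678 at a log2fold change of 1, and 2232 and 2669 with DESeq2 and an unadjusted p. Leaving out 1 library gave 686 (without 6 h serum starvation replicate 2) to 1233 (without 6 h serum starvation replicate 3) upregulated and 979 (without 6 h serum starvation replicate 1) to 1677 (without 6 h control replicate 3) downregulated genes. At 24 h a log2fold change of 1 left 2418 and 1901 of 4653 and 4779 genes, and no other setting tried moved those by a ratio above 1.5.

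Principal components. The share of the first component was 87.2% on the soft substrate, 80.3% with log2 CPM values and 62.5% with all genes. At 6 h it was 92.9, 86.5 and 72.9%, and at 24 h 96.8, 94.8 and 74.3%.

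Shared genes. The 941 genes upregulated in both conditions became 1728 with DESeq2, 2102 without a filter, 1939 with the unadjusted p and 556 at a log2fold change of 1, and 92 (without glass-control replicate 3) to 1666 (without 1 kPa replicate 3) leaving out 1 library. For the 678 downregulated ones it was 1519, 1624, 1739 and 249, and 68 (without glass-control replicate 3) to 1718 (without 1 kPa replicate 3). Matching by symbol gave 931 and 674.

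Differences between experiments. The 1217 genes with a different response on 1 kPa and after 24 h became 2327 with DESeq2, 2433 without a filter, 3079 with the unadjusted p, and 626 (without 24 h serum starvation replicate 1) to 1562 (without 1 kPa replicate 2) leaving out 1 library. With RLE scaling 64.8% of the genes called were higher on 1 kPa, against 50.7%. The 3087 genes with a different response at 6 h and 24 h moved by no more than a ratio of 1.5 under any setting tried.

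Gene lists. With a correlation estimated from the libraries, the lists with an adjusted p under 0.05 fell from 17 to 0 on 1 kPa, from 10 to 1 at 6 h and from 14 to 0 at 24 h, and those with a different response from 9 to 1 between 1 kPa and 24 h and from 13 to 1 between 24 h and 6 h. At an unadjusted p under 0.05 this test had 1 list on 1 kPa and 5 at 24 h. The number of lists with a different response on 1 kPa and after 24 h was 5 (without 24 h serum starvation replicate 1) to 9 leaving out 1 library. With fry it was 14, 8 and 16 lists in the 3 experiments. Of 85 results on lists, fry made 8 weaker and 4 stronger, the estimated correlation 60 weaker, and the fits without 1 library changed 25, 52 times to weaker, 7 to stronger and 10 to the other direction.

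Single genes. Of 375 results on single genes, 96 became stronger and 2 weaker with DESeq2, 85 stronger without a filter and 1 stronger with RLE scaling. In the fits without 1 library, 179 results changed, 376 times to weaker, 71 times to stronger and 20 times to the other direction.

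Changes of direction. None was past its threshold in either fit. The direction of collagens and laminins at 6 h turned with fry (adjusted p = 0.99) and in 2 fits without 1 library (adjusted p = 0.62 without 6 h control replicate 3 and 0.74 without 6 h serum starvation replicate 2, within 0.39 to 0.84 over all such fits), and so did the difference of gamma protocadherins between 1 kPa and 24 h (adjusted p = 0.86 with fry) in 5 fits without 1 library (adjusted p = 0.53 to 0.97, within 0.29 to 0.995 over all such fits). That of core autophagy turned in 2 fits without 1 library (adjusted p = 0.80 without glass-control replicate 1 and 0.95 without 1 kPa replicate 3, within 0.23 to 0.95 over all such fits), and the difference of ribosome biogenesis between 24 h and 6 h in 1 fit without 1 library (adjusted p = 0.97 without 6 h serum starvation replicate 3, within 0.28 to 0.97 over all such fits). The log2fold change of FN1 at 24 h was 0.0026 with the replicate block. Without 1 library it was -0.24 to 0.23 there, and that of GAPDH was -0.024 to 0.22 on 1 kPa. At 6 h it was -0.18 to 0.095 for ATG5, -0.24 to 0.12 for BBOF1, -0.067 to 0.45 for CCDC40, -0.0032 to 0.24 for EHD2, -0.35 to 0.064 for FN1, -0.68 to 0.71 for FOS, -0.091 to 0.73 for FOSB, -0.070 to 0.18 for IFT27, -0.071 to 0.061 for IFT57, -0.033 to 0.26 for MKI67 and -0.066 to 0.39 for NME5.

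Other explanations for the numbers of called genes. With labels exchanged between conditions, 1 of 10 labelings, the real one, gave as many calls in each of the 3 experiments, and 3 libraries against 3 cannot give a smaller share. Here too the exchanged labelings leave the treatment in the spread within groups, so they do not test chance. After thinning every library to the smallest depth, 2075, 2973 and 9365 genes were called on 1 kPa, at 6 h and at 24 h. With a correction for exon length in each library it was 2101, 2952 and 9329, against 2001, 2868 and 9340 of the same genes without it. The fibronectin coating was 200 µg/ml on 1 kPa and 30 µg/ml on glass-control, so it goes with the stiffness and cannot be told apart from it.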

Differences from the paper's values

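The test with DESeq2 and an unadjusted p, the tests of a difference of gene lists between experiments and their alternatives were chosen only after the result was seen, and the other alternatives were set before the data were examined.

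On 1 kPa the paper gives 2182 upregulated genes, and 1191 were found here. The difference came within 1.5 times under other settings, at 2202 with DESeq2, 2708 without a filter on low counts, 2085 with the replicate block, 2055 without 1 kPa replicate 3, 2491 with the unadjusted p and 2894 with DESeq2 and an unadjusted p, an alternative chosen after seeing the values. It stayed open at 1177 with RLE scaling, 1129 with a mean count of at least 50 and 806 with a log2fold change of 1, and without any other library.

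The paper gives 1806 downregulated genes on 1 kPa, and 830 were found here. The difference closed at 1823 with DESeq2, 1911 without a filter on low counts, 1736 with the replicate block, 1989 without 1 kPa replicate 3, 2097 with the unadjusted p and 2409 with DESeq2 and an unadjusted p, an alternative chosen after seeing the values. It stayed open at 846 with RLE scaling, 779 with a mean count of at least 50, 390 with a log2fold change of 1 and 830 with the symmetric threshold, and without any other library.

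Of the genes drawn against their mean level, the paper has 14910 above 0 and 14039 below 0, and 8174 and 8120 were found here among the genes tested. The first difference closed at 16688 with DESeq2 and 17260 without a filter on low counts, the second at 15689 with DESeq2 and 15117 without a filter on low counts. They stayed open with RLE scaling, a mean count of at least 50, the replicate block or without any library.

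At 6 h the paper gives 4920 upregulated genes, 30% of those considered, and 1275 and 9.14% were found here. None of the alternatives set before the data were examined closed either difference, the highest number being 1961 with the unadjusted p. DESeq2 gave 1750, and 2232 with an unadjusted p, an alternative chosen after seeing the values, which closed neither.

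For downregulated genes at 6 h the paper has 2675, and 1687 were found here. The difference closed at 2228 with DESeq2, 1915 without a filter on low counts, 2421 with the unadjusted p and 2669 with DESeq2 and an unadjusted p, an alternative chosen after seeing the values. It stayed open at 1653 with RLE scaling, 1527 with a mean count of at least 50, 1195 with the replicate block, 678 with a log2fold change of 1 and 1687 with the symmetric threshold, and without any library.

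At 24 h the paper considers 29481 genes, of which 16% were upregulated, and here 17894 were tested and 26.0% upregulated. The difference in number closed at 32311 with DESeq2 and 32311 without a filter on low counts, and that in share, in percent, at 14.5 with DESeq2, 15.6 without a filter on low counts, 21.9 without 24 h serum starvation replicate 1, 21.8 without 24 h serum starvation replicate 2, 22.8 without 24 h serum starvation replicate 3, 23.7 without 24 h control replicate 1 and 21.2 without 24 h control replicate 2.

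For genes upregulated on both 1 kPa and 24 h the paper gives 1660, and 941 were found here. The difference closed at 1728 with DESeq2, 2102 without a filter on low counts, 1665 with the replicate block, 1939 with the unadjusted p and 1666 without 1 kPa replicate 3. For the downregulated ones it gives 1468, and 678 were found, a difference closed at 1519 with DESeq2, 1624 without a filter on low counts, 1458 with the replicate block, 1739 with the unadjusted p and 1718 without 1 kPa replicate 3. RLE scaling, a log2fold change of 1, matching by symbol and the fits without another library did not close them.

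Upregulated on 1 kPa only are 449 genes in the paper and 250 here, a difference closed at 474 with DESeq2, 606 without a filter on low counts, 420 with the replicate block, 552 with the unadjusted p, 389 without 1 kPa replicate 3, 301 without 24 h serum starvation replicate 2 and 308 without 24 h control replicate 2. Downregulated on 1 kPa only are 287 in the paper and 152 here, a difference closed at 304 with DESeq2, 287 without a filter on low counts, 278 with the replicate block, 358 with the unadjusted p, 271 without 1 kPa replicate 3 and 197 without 24 h serum starvation replicate 2.

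The paper's methods name DESeq2 under standard conditions, while the values of this section are from edgeR's quasi-likelihood test unless another setting is named. Of 21 values stated in the paper's text, 13 differ in this sense. Of 77 read by eye from its figures, 0 do, and the 75 log2fold changes among them lie a median of 0.02 from the values here, at most 0.06.

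GLI1 at 24 h has an adjusted p of 3.1e-06 here (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.1e-28 with DESeq2, within 1.1e-28 to 3.4e-05 over the alternatives. The p the paper prints, without stating whether it is adjusted, is the adjusted p of DESeq2 to the digits given.

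Genes the paper draws as upregulated on 1 kPa passed the threshold over all genes for 8 of 15 in Fig. 3A, 1 of 6 in Fig. 3B, 2 of 5 in Fig. 3C and 8 of 18 in Fig. 3D. With DESeq2 it was 15, 6, 5 and 18, and with the replicate block 13, 4, 5 and 17. Among the downregulated ones it was 7 of 14 in Fig. 7E, 4 of 10 actin genes and 3 of 7 YAP targets, with DESeq2 14, 10 and 6, and with the block 13, 7 and 6. The genes missing it had the paper's direction in each of these lists. Of the transport and BBSome genes the paper takes as raised in both conditions, 3 of 13 and 1 of 4 passed on 1 kPa, with DESeq2 10 and 4, and with the block 6 and 4. IFT81, drawn as raised at 24 h in Fig. 5G, had an adjusted p of 0.013 there (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 0.0063 with DESeq2 and 0.0088 with the replicate block, which call it, within 0.0018 to 0.044 over the alternatives.

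The paper takes SEPTIN4, SMO, SUFU and MAPK3 as upregulated and AURKA and PLK1 as lower on 1 kPa. Their adjusted p here was 0.0101, 0.017, 0.015, 0.026, 0.013 and 0.032 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), not under 0.01. DESeq2 gave 1.6e-05, 0.0022, 0.0015, 0.0076, 4.5e-04 and 0.0045, and the replicate block 8.5e-04, 0.0041, 0.0042, 0.0058, 0.0016 and 0.0011, which call them. Over all alternatives the ranges were 2.8e-11 to 0.051, 1.6e-05 to 0.076, 6.2e-07 to 0.064, 1.9e-05 to 0.097, 2.3e-08 to 0.056 and 9.5e-08 to 0.13. DUSP16, drawn as upregulated in Fig. 4A, had a log2fold change of 0.21 and an adjusted p of 0.28 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and no alternative called it (0.15 to 0.62).

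The paper assigns autophagy to serum starvation, and matrix and actin genes to 1 kPa. Its autophagy and matrix sets by ontology term, and the autophagic flux, were not analysed here, so fixed lists stand in. The difference between 1 kPa and 24 h had an adjusted p of 0.49 for autophagy, 0.31 for collagens and laminins, 0.12 for proteases and 0.24 for actin genes (camera with Benjamini-Hochberg adjustment), with ranges over the alternatives of 0.23 to 0.98, 0.15 to 0.88, 0.044 to 0.56 and 0.039 to 0.91. The proteases passed 0.05 without glass-control replicate 1 (0.044) and the actin genes without 24 h control replicate 3 (0.039).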

Other observations

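The tests of the 5 added gene lists in the experiments given here and those of differences of lists and of AREG between experiments were chosen only after the result was seen.

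The largest rises on 1 kPa were those of NFATC2 (4.72), SLC14A1 (4.61), SYT12 (4.55), ANXA10 (4.19) and RAB7B (4.12), and the largest falls those of ALPL (-3.74), EDN1 (-3.32), OXTR (-3.22), ALPK2 (-3.11) and DAW1 (-3.06), by the rule for named genes. At 6 h they were SLC14A1 (5.61), GALNT15 (5.19), TMT1A (4.75), PPL (4.34) and FYB1 (4.09), and ANKRD1 (-5.02), DKK1 (-4.36), ESM1 (-4.35), KRTAP2-3 (-4.28) and CXCL8 (-4.06). At 24 h they were FOS (7.24), PPL (6.57), EGR1 (6.34), AQP5-AS1 (6.21) and FOSB (5.94), and SERPINB2 (-7.35), ESM1 (-5.30), LINC01293 (-4.78), LINC01483 (-4.20) and BMPER (-3.94). SLC14A1 rose in all 3 experiments, at 24 h by 4.42. Its call on 1 kPa did not hold in 3 of the 6 fits without 1 library (adjusted p = 0.016 without glass-control replicate 3, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

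At 24 h FOS was at 300.1 ± 189 CPM starved and 1.91 ± 1.98 CPM in the control, EGR1 at 511 ± 357 CPM starved and 6.29 ± 0.456 CPM in the control and FOSB at 124 ± 106 CPM starved and 1.95 ± 2.02 CPM in the control (SD, n = 3). The starved libraries thus varied widely, while each gene was called in all 6 fits without 1 library (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

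TUBG1 was at 1239 ± 297 CPM on glass-control, 132.6 ± 5.09 in the 6 h control and 679 ± 114 in the 24 h control (SD, n = 3). The paper describes cells with a tagged γ-tubulin. Whether all 3 experiments used them, and whether its reads were counted on TUBG1, was not tested. At 24 h the log2fold change was -1.1 (adjusted p = 3.5e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).

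GAPDH changed by 0.12 on 1 kPa (adjusted p = 0.57), 0.28 at 6 h (adjusted p = 0.075) and -0.30 at 24 h (adjusted p = 0.011, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 24 h it was called in 2 of the 6 fits without 1 library, with 0.053 without 24 h serum starvation replicate 3 as the highest.

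Over genes with enough counts, log2fold changes had a Pearson correlation of 0.682 between 1 kPa and 6 h (11201 genes) and of 0.607 between 6 h and 24 h (11273 genes). The 10 genes with the most counts took 7.30 to 10.4% of a library.

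Of the added lists, heat shock genes had a median log2fold change of -0.32 on 1 kPa (adjusted p = 0.036) and -0.29 at 6 h (adjusted p = 0.23), MAPK feedback genes 0.33 (adjusted p = 8.2e-04) and -0.83 (adjusted p = 5.0e-04), G1/S genes -1.1 on 1 kPa (adjusted p = 2.6e-06) and -2.67 at 24 h (adjusted p = 2.2e-09), SREBP2 targets 0.21 at 6 h (adjusted p = 0.034) and immediate-early genes -0.49 at 6 h (adjusted p = 0.054, camera with Benjamini-Hochberg adjustment).

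The YAP readout was lower on 1 kPa than after 24 h, with a median difference of -0.58 (adjusted p = 4.6e-07, camera with Benjamini-Hochberg adjustment; range over the alternatives 1.9e-15 to 0.35). AREG had a difference of 2.87 (adjusted p = 4.5e-04, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).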
